# Phototoxic effects of nonlinear optical microscopy on cell cycle, oxidative states, and gene expression

**DOI:** 10.1038/s41598-022-23054-7

**Published:** 2022-11-05

**Authors:** Xinyi Zhang, Gabriel Dorlhiac, Markita P. Landry, Aaron Streets

**Keywords:** Gene expression analysis, Imaging, Cell biology

## Abstract

Nonlinear optical imaging modalities, such as stimulated Raman scattering (SRS) microscopy, use pulsed-laser excitation with high peak intensity that can perturb the native state of cells. In this study, we used bulk RNA sequencing, quantitative measurement of cell proliferation, and fluorescent measurement of the generation of reactive oxygen species to assess phototoxic effects of near-IR pulsed laser radiation, at different time scales, for laser excitation settings relevant to SRS imaging. We define a range of laser excitation settings for which there was no significant change in mouse Neuro2A cells after laser exposure. This study provides guidance for imaging parameters that minimize photo-induced perturbations in SRS microscopy to ensure accurate interpretation of experiments with time-lapse imaging or with paired measurements of imaging and sequencing on the same cells.

## Introduction

Advances in optical engineering over the past three to four decades have led to the development of numerous microscopy techniques that pushed the boundary of what can be probed optically in a biological system. Perhaps most prominent among these new techniques has been two-photon excited fluorescence (TPEF) microscopy. TPEF microscopy has been adopted widely as it has allowed for imaging deeper into tissue due to the wavelengths used for excitation^1^. Beyond TPEF microscopy, there is a growing field of other nonlinear optical microscopy techniques. Nonlinear optics deals with a regime where the peak optical power becomes large enough that nonlinear effects become important. Such peak power is provided by modern pulsed lasers operating in the picosecond to femtosecond regime which concentrate power into a very short pulse duration. The nonlinear optical microscopy field has garnered a lot interest in the past decade, as the additional modalities it offers are in many cases label-free. In principle this means that samples can be probed without the introduction of additional dyes, and in many cases without fixation. One such label-free nonlinear optical imaging modality is Stimulated Raman scattering (SRS), which also provides chemical specificity as TPEF in the form of vibrational signatures^2–4^. SRS makes use of two pulsed lasers of chosen frequency such that the difference in their frequencies is equal to the frequency of a molecular vibration of interest. Such vibrations could, for example, be CH_3_ stretches, which are most abundant in intracellular proteins. SRS has been used to investigate numerous systems including lipid droplet formation in single cells^5^, metabolic activities^6^, and brain tumor detection in vivo^7^. When using nonlinear optical microscopy with high-intensity pulsed lasers, such as SRS, it is important to consider the effects of laser exposure on the cells. This is particularly relevant when the microscopy experiment is not the end-point measurement, for example, when imaging is paired with sequencing.

Phototoxicity has been broadly characterized in the context of optical microscopy^8^. In the continuous-wave regime, visible laser radiation has been associated with increase in reactive oxygen species (ROS) and loss of cell viability^9,10^. Imaging with pulsed lasers has also been associated with a decrease of cloning efficiency^11^ and membrane blebbing^12^, in addition to an increase in ROS and loss of cell viability^13–15^. Yet despite these observations, there lacks a comprehensive study of how laser irradiation alters cell state, on the metabolic and transcriptomic level. Recent advances have provided high-throughput methods to combine RNA-sequencing (RNA-seq) and microscopy on the same cells, such as μCB-seq^16^ and SCOPE-Seq^17^. When combining such methods with nonlinear optical imaging modalities, it is important to understand the effects of laser radiation on cell state, in order to properly interpret the transcriptomic measurement.

To address this need, this study aims to uncover the cellular response to pulsed laser excitation. Particularly, we investigate the effects of SRS, which is a multi-pulse technique that often reaches some of the highest photon fluxes commonly used. We investigated the effects of both single, and multiple excitation pulses, relevant to a broad range of nonlinear optical imaging modalities. We also performed measurements of reactive oxygen species and quantification of cell proliferation after exposure, for comparison with previous studies^11,13^. Critically, we tested for potential phototoxic effects in gene expression using RNA-seq, which allows for a transcriptome-wide assessment of potential changes caused by laser exposure. The results of this study provide comprehensive guidelines for minimizing the effects of phototoxicity in SRS imaging, and nonlinear imaging in general.

## Results

### Mechanism of laser-induced damage

Photodamage induced by multiphoton microscopy includes both linear and nonlinear processes^12,18,19^. It has been suggested that, with lower laser peak power in CARS imaging, photodamage is dominated by linear dependence on peak power^12^. Whereas second order processes dominate at higher peak power^12^. The linear dependence of photodamage on peak power has been associated with one-photon absorption in human skin and *Escherichia coli*^12,20,21^. Linear and higher order processes can both lead to heating, but result in different profiles of temperature distribution where nonlinear absorption is mediated by free electrons^22^. Plasma generation through ionization, a result of the multiphoton process, can also have chemical effects in addition to thermal. The chemical effects include increase of ROS generation and fragmentation of biomolecules, e.g. DNA fragmentation and loss of membrane integrity^9,13,14,22^. ROS-mediated phototoxic effects were associated with thermal inactivation of ROS scavengers in cells, in addition to the increase in ROS generation^9^. In the same study, PCR arrays, immunoblotting, and ATF-knockdown were used to assess the role of ER stress pathway after laser irradiation^9^. Using a continuous-wave laser to achieve a fluency comparable to our study (around 27 J/cm^2^), Khan et al*.* only observed phototoxic effects in black wells that absorbed 100% laser irradiation but not in clear wells^9^. Our study used clear glass-bottom well plates to minimize the amount of laser irradiation absorbed by the well plates. Damage in DNA and the plasma membrane has been reported to result in apoptosis^13^. However, some studies found increase in ROS generation or apoptosis in cells exposed to laser without direct DNA damage^9,14^. Other observed cellular damages that did not directly lead to apoptosis include non-lethal morphological changes, loss of cloning efficiency and uncontrolled cell growth^11,15,18^. A summary of imaging conditions reported in the literature and the corresponding photodamage is listed in the Supplementary Table 1. Understanding the thresholds for these phototoxic effects is critical for designing a stimulated Raman scattering imaging experiment. We aimed to measure the transcriptome-wide response in N2A cells by performing bulk RNA-sequencing after exposure to femtosecond pulsed laser irradiation with different exposure settings. We also investigated both the immediate and long-time scale response by quantifying intracellular generation of ROS immediately after irradiation and by characterizing cell proliferation for 24 h after exposure.

### Laser induced phototoxicity with typical SRS imaging conditions

In stimulated Raman scattering (SRS) microscopy, as well as two-photon excitation microscopy (TPEF), many critical imaging parameters can influence the degree of photodamage on cells, including laser peak intensity, average intensity, repetition rate, excitation wavelength, total energy deposition on the samples, and Raman resonance^11,12,23^. We tested how the choice of parameters contributes to photodamage on Neuro2A (N2A) cells, a mouse neuroblastoma cell line. The imaging settings were chosen to represent typical settings of SRS imaging and were also comparable to settings used for TPEF (Table 1).

**Table 1:** Summary of laser exposure conditions tested in this study.

Exposure conditions	Magnification (NA)	Avg intensity (mW/µm ^2^)	fluency (J/cm^2^)	Pixel dwelling time (µs/pixel)	Peak intensity (W/µm ^2^)
I0-E0	20X (0.75)	48	10	2	4970.45
I0-E2	20X (0.75)	48	48	10	4970.45
I0-E4	20X (0.75)	48	95	20	4970.45
I1-E1	20X (0.75)	119	24	2	12,426.12
I1-E8	20X (0.75)	119	14,316	20 * 30 frames	12,426.12
I2-E2	20X (0.75)	239	48	2	24,852.24
I2-E7	20X (0.75)	239	477	20	24,852.24
I3-E3	60X (1.2)	397	79	2	41,354.12
I4-E5	60X (1.2)	611	122	2	63,614.51

First, we tested the long-term effect of the average excitation intensity on N2A cells in two imaging experiments with identical cells, by tuning laser excitation power. The repetition rate and pulse width were kept constant at 80 MHz and 120 fs. Thus, the test was equivalent to comparing different laser peak intensities. N2A cells were exposed to a single 120-fs laser with an average power at the sample plane of 20mW and 100mW, corresponding to average intensities of 47.72 mW/µm^2^ (exposure condition I0-E0; Table 1) and 238.58 mW/µm^2^ (exposure condition I2-E2), respectively at 796 nm. After exposure, the proliferation rates of the N2A cells in each well were measured. Additionally, proliferation of negative control (NC) samples was measured simultaneously in adjacent wells that did not receive laser irradiation but were subjected to the same handling otherwise. For all samples, total cell counts were recorded every 2 h for 30 h starting about 10–20 min after exposure. Proliferation was calculated as the fold change in total cell count with respect to the initial counts of cells at the beginning of the proliferation assay. The proliferation rates of the two exposure conditions, I0-E0 and I2-E2, were identical to the negative control group during the 30 h after laser exposure (Fig. 1a), indicating that these intensity levels did not have adverse effect on the cloning efficiency of N2A cells.

**Figure 1:**
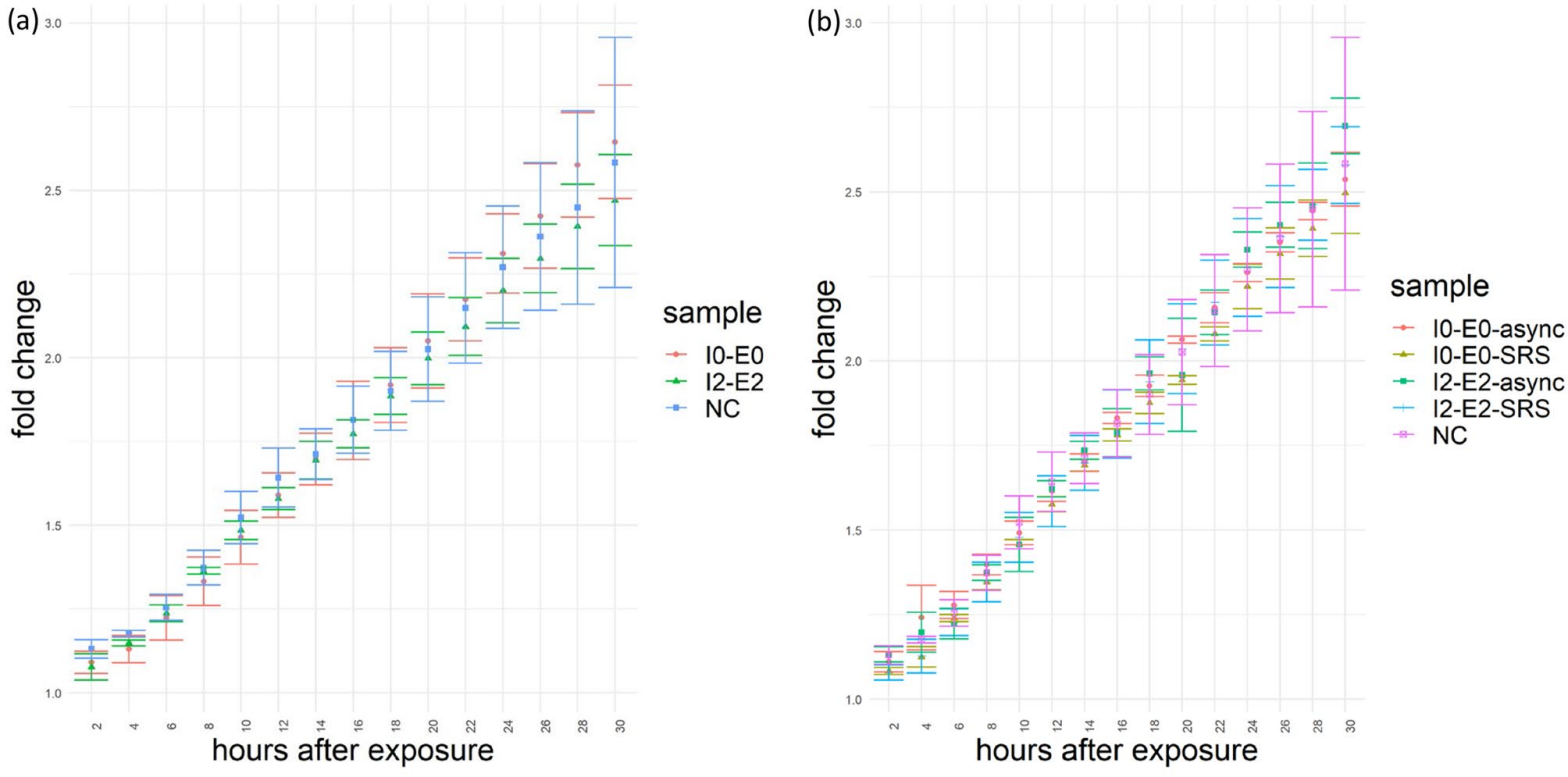
Proliferation rates after laser exposure measured as fold changes of the counts of N2A cells every 2 h with respect to the initial counts of cells immediately after the completion of all laser exposures. I0: average intensity = 47.72 mW/µm^2^; I2: average intensity = 238.58 mW/ µm^2^. E0: fluency = 9.54 J/cm^2^; E2: fluency = 47.72 J/cm^2^; NC = negative control; SRS: imaged with SRS; async: imaged with an interpulse delay of 50 ps. (**a**) A single pulsed laser at 796 nm was used. (**b**) Two lasers at 796 nm and 1040 nm were used, which had 1:1 power ratio, with the same total average intensities as the respective single laser settings.

In addition to the photo-damage caused by the combined power from two excitation sources, the coherent Raman scattering process can also induce photodamage by Raman resonance^12^. We tested if excitation with pump and Stokes wavelengths chosen to excite Raman resonance in CH_3_ bonds would result in damage that perturbed proliferation rates. To do this, we added a second excitation source, while keeping the total combined intensity of the two sources equivalent to the previous settings. For each of the two intensities, 47.72 mW/µm^2^ and 238.58 mW/µm^2^, N2A cells were imaged with SRS by dividing the total intensities between two lasers at 796 nm and 1040 nm with 1:1 ratio (exposure condition I0-E0-SRS for 47.72 mW/µm^2^ and I2-E2-SRS for 238.58 mW/µm^2^). Representative SRS images of N2A cells were presented in Fig. S2. Although the combined intensities of the two lasers were the same as the intensities of single lasers in the previous tests (I0-E0 and I2-E2), half of the intensities were allocated to a longer wavelength at 1040 nm, which might affect the response of cells, in addition to the effects of Raman resonance. We exposed separate samples of N2A cells to the same two-laser settings but eliminated the Raman resonance by delaying the arrival time of the 1040 nm pulse by 50 ps with respect to the 796 nm pulse (exposure condition I0-E0-async for 47.72 mW/µm^2^ and I2-E2-async for 238.58 mW/µm^2^). We observed that neither condition diminished cell proliferation over the 30-h period immediately after laser exposure, comparing to the negative control cells that were not exposed to laser irradiation (Fig. 1b).

Although laser exposure did not negatively impact the long-term survival of N2A cells, this does not preclude the possibility of shorter timescale photo-induced perturbations that do not result in the change of proliferation rate. Such shorter timescale perturbations might be recorded in transcriptional activity which can capture many aspects of cellular changes and can change within minutes after perturbation^24^. 

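RNA from N2A cells, a mouse neuroblastoma line, was sequenced in bulk, which measures the average abundance of each transcript over all cells of a sample. The first of 2 sequencing batches held 15 libraries, with 3 libraries in each of 5 groups. One group was the negative control (NC), which was not exposed to the laser. The other 4 groups were scanned with a single 796 nm laser through a 20X objective. I0-E0 received an average intensity of 47.72 mW/µm2 and a fluency of 9.54 J/cm2 at 2 µs per pixel, and I2-E2 received 238.58 mW/µm2 and 47.72 J/cm2 at the same dwelling time. I0-E2 and I0-E4 kept the intensity of I0-E0 and were scanned at 10 and 20 µs per pixel, which gave 47.72 and 95.43 J/cm2. The labels number the libraries of a group but do not say that they came from separate cultures, and the paper describes exposure of whole wells, so p-values measure the spread between these samples, which may be technical.

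The authors estimated the reads of each transcript with Salmon, which assigns reads to annotated transcripts. The Salmon version, the transcript release and the genome build are not given in the sources used here. Transcript identifiers were matched to GENCODE vM21, an annotation of the mouse genome build GRCm38, and 98.6% of them were found there. The estimated counts were summed over the transcripts of each of 34083 genes and rounded to whole numbers. The total count per library was 6460014, 8257765 and 8322567 in NC, 7606317 to 8059622 (median 8022804) in I0-E0, 5808532 to 8417609 (median 7298229) in I2-E2, 8016573 to 8636798 (median 8057786) in I0-E2 and 5623685 to 8280080 (median 6692637) in I0-E4. Genes with too few counts were removed with edgeR's filterByExpr, which left 12296 genes, and library sizes were scaled by TMM. Each exposed group was compared with NC by edgeR's quasi-likelihood test in one fit of all 15 libraries, with 10 residual degrees of freedom and a false discovery rate (FDR) of 0.05. The paper used the R package limma and the same threshold, and its text does not name a filter on low counts or a normalization. For genes with a level of at least 10 CPM (counts scaled by library size), the median standard error of a log2 fold change was 0.0917 for I0-E0, 0.0926 for I2-E2, 0.0914 for I0-E2 and 0.0928 for I0-E4. Gene lists of stress, cell cycle and housekeeping functions and a set of stress and cell cycle marker genes were fixed before the data were examined.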

To test for the potential changes in gene expression, we performed bulk RNA-seq on N2A cells that were exposed to the single-laser excitation settings tested in the proliferation assays (exposure condition I0-E0 and I2-E2). For each sample exposed to laser irradiation, RNA was extracted 1 h after exposure. The length of post-exposure incubation was chosen to allow sufficient time for transcriptional changes to occur before significant mRNA degradation, according to studies of mammalian cell transcription rate^24^ and mRNA half-life^25^. We compared gene expression in the exposed cells to negative control samples that were not exposed to laser irradiation but were otherwise subjected to the same handling. 

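At 1 h after exposure at I0-E0, heat shock, oxidative stress and DNA damage transcripts of N2A cells lay close to their levels in the negative control (NC) cells. Hsph1, a heat-inducible chaperone, measured 486 ± 16.1 CPM (SD, n = 3) in I0-E0 and 477 ± 13.2 CPM (SD, n = 3) in NC, a log2 fold change of 0.03. Hmox1, a haem-degrading enzyme induced by oxidative stress, measured 46.9 ± 4.51 CPM (SD, n = 3) in I0-E0 and 46.8 ± 2.49 CPM (SD, n = 3) in NC. Cdkn1a, the p53 target that encodes the cell cycle inhibitor p21, had a log2 fold change of -0.11. Of 24 marker genes, 21 had enough counts for a test, and their log2 fold changes in I0-E0 lay between -0.33 and 0.11. The 95% confidence intervals of these 21 genes ran from -0.65 to 0.44, so a change of 0.6 in size, where the volcano plots of the paper draw their lines, lay outside the intervals of all of them except that of Egr1 on the lower side. Hspa1a had 0 reads in all 15 libraries, and Hspa1b and Arrdc4 had too few reads to be tested.

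At I2-E2, the higher intensity, the marker genes had log2 fold changes between -0.53 and 0.39. The lowest was that of Egr1, an immediate-early transcription factor, which measured 14.2 ± 2.81 CPM (SD, n = 3) in I2-E2 and 20.3 ± 1.68 CPM (SD, n = 3) in NC (log2 fold change -0.53, standard error 0.16). The highest was that of Gadd45a, a DNA damage response gene, at 18.3 ± 2.92 CPM (SD, n = 3) in I2-E2 and 13.9 ± 1.95 CPM (SD, n = 3) in NC (log2 fold change 0.39, standard error 0.15). Hmox1 had a log2 fold change of 0.17 (standard error 0.09) and Srxn1, which repairs oxidized peroxiredoxins, one of 0.33 (standard error 0.18). None of these genes passed an FDR of 0.05 over all genes tested.

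The genes with the smallest p-values whose 3 exposed libraries all lay on one side of the 3 NC libraries did not pass the FDR either. In I0-E0 they included Lmnb2, which encodes lamin B2 of the nuclear envelope, on chromosome 10 of GRCm38 from 80901203 to 80918245. Lmnb2 measured 88.5 ± 3.39 CPM (SD, n = 3) in I0-E0 and 74.3 ± 6.16 CPM (SD, n = 3) in NC (log2 fold change 0.26, standard error 0.07, adjusted p = 1.00 from edgeR's quasi-likelihood test). Ptbp2, a neuronal splicing regulator on chromosome 3 from 119718742 to 119784466, measured 79.8 ± 5.21 CPM (SD, n = 3) in I0-E0 and 102 ± 9.67 CPM (SD, n = 3) in NC (log2 fold change -0.35, standard error 0.09). Smpd4, a sphingomyelinase gene on chromosome 16 from 17619354 to 17644828, had a log2 fold change of -0.27 (standard error 0.07). The others were Sag, Mme, Ogfrl1, Gm10717, Dynlt1-ps1 and a pair of genes that are both named Fam220a. The Fam220a pair, Gm10717 and Dynlt1-ps1 share most of their sequence with other transcripts, so their values are uncertain, and Gm10717 was at 30.2 ± 43.6 CPM (SD, n = 3) in I0-E0. I0-E0 replicate 3 held at least 1 read of 20042 genes, where the other libraries of its batch held 16040 to 17226.

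In I2-E2 the gene with the smallest p-value among the higher ones was Crocc, which encodes rootletin of the ciliary rootlet, on chromosome 4 from 141016637 to 141060550. Crocc measured 32.7 ± 0.282 CPM (SD, n = 3) in I2-E2 and 21.9 ± 4.04 CPM (SD, n = 3) in NC (log2 fold change 0.58, standard error 0.12, adjusted p = 0.601 from edgeR's quasi-likelihood test). Lrrn3, a neuronal leucine-rich repeat protein gene on chromosome 12 from 41451668 to 41486431, measured 60.6 ± 2.14 CPM (SD, n = 3) in I2-E2 and 76.9 ± 1.91 CPM (SD, n = 3) in NC (log2 fold change -0.34, standard error 0.07). Pnrc1, a nuclear receptor coactivator gene, was at 0.93 (standard error 0.22) and Mylip, an E3 ubiquitin ligase gene, at -0.74 (standard error 0.16). Lmnb2 and Mcam on the higher side and Nabp1, Cnr1 and Fam84b on the lower side lay between -0.43 and 0.31.

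Of 12296 genes, 0 passed an FDR of 0.05 by edgeR in I0-E0 and 0 in I2-E2, and 0 passed with the Bonferroni correction in either. At an unadjusted p under 0.05 there were 413 genes in I0-E0 (226 higher, 187 lower) and 884 in I2-E2 (472 higher, 412 lower). With no changed gene, 614.8 would be expected by chance in each. The limma-voom and limma-trend tests also called 0 genes in both, with 395 and 364 genes at an unadjusted p under 0.05 in I0-E0 and 854 and 914 in I2-E2. DESeq2 called 1 gene in I0-E0, a Fam220a gene that shares reads (log2 fold change -1.73, adjusted p = 5.67e-04), and 0 in I2-E2. Without the filter on low counts edgeR called 110 genes in I0-E0 and 160 in I2-E2, of which 96 and 109 share reads (under 95% of their 31-base words occur in no other gene). Only 7 and 12 of the calls were genes that the filter had removed. The prior degrees of freedom, edgeR's weight on the spread shared by all genes, were then infinite, against 7.02 with the filter. Egr1 was then among the lower genes of I2-E2 (log2 fold change -0.54, adjusted p = 0.0451). Without NC replicate 1, edgeR called 1 gene in I0-E0 and 2 in I2-E2, and without NC replicate 2 it called 1 in I0-E0.

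**Figure D1:**
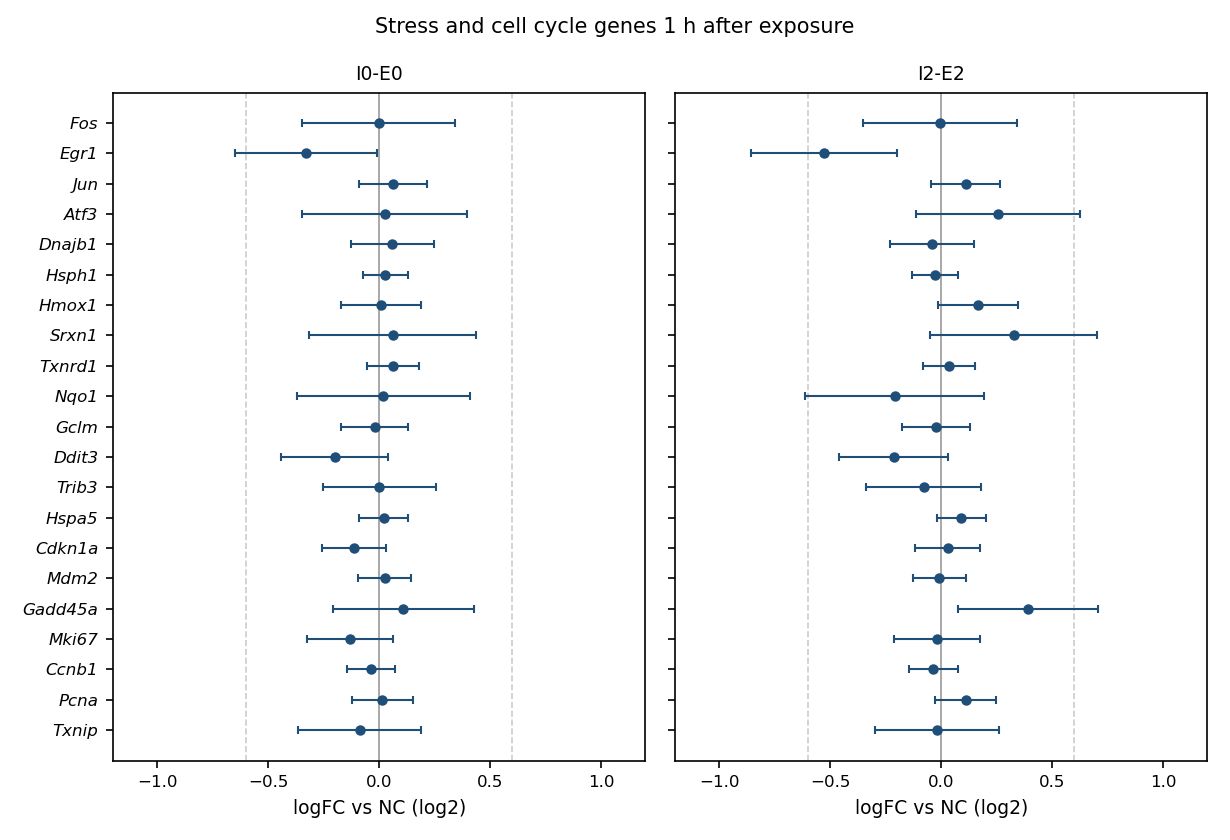
Log2 fold changes of 21 stress and cell cycle genes against the negative control, for I0-E0 (left) and I2-E2 (right), with 3 exposed and 3 NC libraries in each comparison; points are edgeR estimates, bars are 95% confidence intervals and dashed lines stand at -0.6 and 0.6. The points lie between -0.33 and 0.11 in I0-E0 and between -0.53 and 0.39 in I2-E2, with Egr1 lowest in both.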

We did not find any differentially expressed genes with a false discovery rate (FDR) < 0.05, after adjusting for multiple hypothesis testing with the Benjamini-Hochberg procedure^26^ or with the Bonferroni correction^27^ (Fig. 2a,b), indicating that these excitation intensities produced no significant perturbation to gene expression in N2A cells.

**Figure 2:**
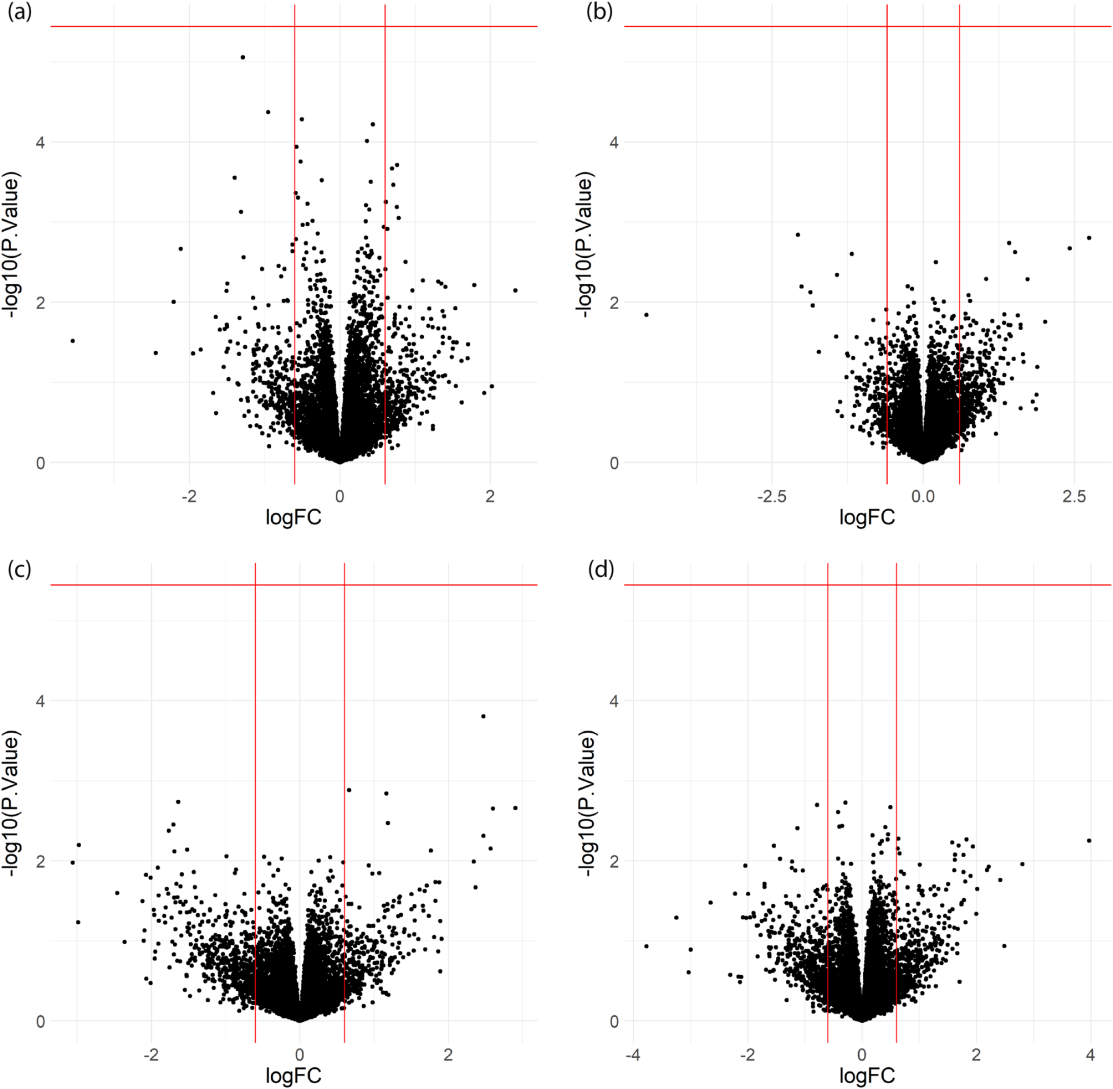
RNA-seq volcano plots of differential gene expression from single laser exposure conditions compared to the negative control samples. (**a**) I0-E0: average intensity = 47.72 mW/µm^2^; fluency = 9.54 J/cm^2^. (**b**) I2-E2: average intensity = 238.58 mW/µm^2^, fluency = 47.72 J/cm^2^. (**c**) I0-E2: average intensity = 47.72 mW/µm^2^; fluency = 47.72 J/cm^2^. (**d**) I0-E4: average intensity = 47.72 mW/µm^2^, fluency = 95.43 J/cm^2^. logFC: log2 fold change with respect to negative control samples (NC) that were not exposed to laser. Vertical lines are at  − 0.6 and 0.6. − log10(*p*-value): − log10 of *p*-values of differential expression with respect to NC. Horizontal lines indicate familywise error rate of 0.05 after Bonferroni correction^27^.

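Groups of genes with a common function were compared with all other genes by limma's camera test, for the 20 of 28 fixed lists with at least 5 tested genes. In I0-E0, 0 lists passed an FDR of 0.05. Without I0-E0 replicate 2, 4 passed. There were 2 without NC replicate 2, without the filter on low counts or in a fit of the 2 groups alone. There was 1 without NC replicate 3, without I0-E4 replicate 2 or 3, with library totals, with limma-voom or with the replicate block. Of 27 tested heat shock genes, 16 had a log2 fold change above 0 in I0-E0 (median 0.01), as had 19 of 30 oxidative stress genes (median 0.01) and 18 of 26 p53 and DNA damage genes (median 0.04). The mitochondrial-encoded mRNAs came closest, with all 13 below NC (median -0.09, adjusted p = 0.0522 from camera), at an adjusted p = 0.903 with an estimated correlation between genes. Against the NC mean their median was -0.45, 0.25 and -0.15 in I0-E0 replicates 1 to 3 and -0.09 to 0.11 in NC. In I0-E0, 0 genes of the lists passed the FDR over all genes and 0 when adjusted over the list alone.

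In I2-E2, cytosolic ribosomal protein genes were higher as a group, with 60 of 71 above NC (median log2 fold change 0.10, adjusted p = 3.08e-04 from camera), and so were genes of proteasome subunits, with 27 of 31 above NC (median 0.10, adjusted p = 7.55e-04 from camera). Both had an adjusted p = 0.767 with an estimated correlation. Against the NC mean, the median of the ribosomal protein genes was 0.09, 0.29 and -0.10 in I2-E2 replicates 1 to 3 and -0.03 to 0.02 in NC. In replicate 3 the medians of the proteasome and nuclear oxidative phosphorylation genes (-0.06 and -0.10) also lay below those of all 3 NC libraries. Rpl13a had a log2 fold change of 0.21 (standard error 0.10), as had Psmd3 of the proteasome (standard error 0.07). Nuclear genes of oxidative phosphorylation subunits (25 of 29 above NC, median 0.06, adjusted p = 0.0154 from camera) and cold-inducible genes (6 of 7 above NC, median 0.07, adjusted p = 0.0365 from camera) were higher too, both at an adjusted p = 0.767 with an estimated correlation. Against the NC mean, the median of the cold-inducible genes was 0.21 in I2-E2 replicate 2, 0.00 and 0.04 in replicates 1 and 3 and -0.10 to 0.07 in NC. Genes of cholesterol synthesis were lower, with 18 of 21 below NC (median -0.09, adjusted p = 7.55e-04 from camera); Nsdhl and Dhcr7, enzymes of the pathway, were at -0.38 (standard error 0.13) and -0.21. The last list also had an adjusted p = 0.767 with an estimated correlation, so none of the 5 calls held with it. Of the heat shock genes 18 of 27 lay above NC (median 0.01, adjusted p = 0.582 from camera), of the oxidative stress genes 20 of 30 (median 0.04, adjusted p = 0.250 from camera) and of the p53 and DNA damage genes 15 of 26 (median 0.02, adjusted p = 0.419 from camera).

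No single list member passed the FDR over all genes in I2-E2, and 6 passed when adjusted over the list alone. Among 29 immediate-early genes these were Egr1 and Dusp6, an ERK phosphatase gene, on the lower side and Dusp1, a MAP kinase phosphatase gene, on the higher side, at log2 fold changes of -0.32 for Dusp6 (standard error 0.09) and 0.35 for Dusp1 (standard error 0.10), each with an adjusted p = 0.0347 from edgeR over the list alone. The fry test of limma for change of a list in either direction gave an adjusted p = 0.00880 for these 29 genes, and its test for change in one direction called 0 lists. Gadd45g of the DNA damage list was higher by 0.61 (standard error 0.15, adjusted p = 0.0264 from edgeR over the list alone). Cirbp, a cold-inducible RNA-binding protein gene, and Srsf5, a splicing factor gene, were higher by 0.43 and 0.24 (adjusted p = 0.0327 from edgeR over the list alone for both). On limma-trend values camera called 4 lists in I2-E2, and with the trend on gene length removed from them, a step chosen after seeing the data, it called 1, the cholesterol synthesis genes (median -0.09 before and after). The median of the ribosomal protein genes went from 0.09 to 0.01 and that of the proteasome genes from 0.10 to 0.04. Without I2-E2 replicate 2, 1 list was called on the edgeR values.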

In addition to laser excitation intensity and Raman resonance, the total energy deposition on the cells could also influence the extent of phototoxicity. This incident photon dose is determined by the excitation intensity and the total exposure time. In the context of laser scanning microscopy, slower scanning speeds or repeated imaging can increase photo-induced damage^12,23^.

We tested the impact of increasing energy deposition per unit area (fluency) by increasing pixel-dwelling time given a fixed intensity. To achieve an increase in fluency of 5x and 10x, the pixel dwelling times were increased from 2 µs/pixel in the 47.72 mW/µm^2^ samples (I0-E0) to 10 µs/pixel and 20 µs/pixel respectively (exposure condition I0-E2 and I0-E4; Table 1). We performed RNA-seq with the same procedure as in the previous test. Comparing to the negative control groups that did not undergo laser exposure, no significant differential gene expression was found in these two exposure groups either (Fig. 2c,d).

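At a fixed intensity, raising the fluency to 47.72 J/cm2 in I0-E2 left the stress and cell cycle marker genes between -0.24 and 0.24 in log2 fold change, and raising it to 95.43 J/cm2 in I0-E4 gave a range from -0.61 to 0.18. In I0-E2 the lowest was Ddit3, the CHOP transcription factor of the integrated stress response, at 17.1 ± 2.26 CPM (SD, n = 3) against 20.2 ± 1.01 CPM (SD, n = 3) in NC (standard error of the log2 fold change 0.11). Hmox1 was at a log2 fold change of 0.12 (standard error 0.08). In I0-E4 Egr1 measured 13.5 ± 3.27 CPM (SD, n = 3), a log2 fold change of -0.61 (standard error 0.16), and among the 21 marker genes it alone was lower when adjusted over the list alone. Hspa5, the chaperone BiP of the endoplasmic reticulum, measured 902 ± 39.7 CPM (SD, n = 3) in I0-E4 and 823 ± 21.9 CPM (SD, n = 3) in NC (log2 fold change 0.13, standard error 0.05). The proliferation gene Mki67 was at -0.17 in I0-E4 and Pcna, the replication clamp, at 0.12.

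Cyb5a, which encodes cytochrome b5, on chromosome 18 of GRCm38 from 84838704 to 84879871, measured 12.3 ± 0.539 CPM (SD, n = 3) in I0-E2 and 7.30 ± 0.906 CPM (SD, n = 3) in NC (log2 fold change 0.76, standard error 0.18, adjusted p = 0.993 from edgeR's quasi-likelihood test). Scd2, a fatty acid desaturase gene, measured 580 ± 38.9 CPM (SD, n = 3) in I0-E2 and 682 ± 46.7 CPM (SD, n = 3) in NC (log2 fold change -0.24, standard error 0.07). Trappc8, a trafficking complex gene on chromosome 18 from 20817223 to 20896093, was at a log2 fold change of -2.14 (standard error 0.57) from levels of 0.773 ± 0.250 CPM in I0-E2 and 3.41 ± 2.24 CPM in NC (SD, n = 3 each). In I0-E4, Chchd6, a gene of mitochondrial cristae on chromosome 6 from 89383146 to 89595652, measured 20.7 ± 1.56 CPM (SD, n = 3) and 14.4 ± 1.21 CPM in NC (SD, n = 3; log2 fold change 0.52, standard error 0.11, adjusted p = 0.612 from edgeR's quasi-likelihood test). Lmna, the lamin A gene on chromosome 3 from 88480147 to 88509956, was at 0.30 (standard error 0.07), and Crocc was at 0.55 (standard error 0.12). Lats1, a Hippo pathway kinase gene on chromosome 10 from 7681214 to 7716460, measured 95.5 ± 7.09 CPM (SD, n = 3) in I0-E4 and 118 ± 1.04 CPM (SD, n = 3) in NC (log2 fold change -0.30, standard error 0.07). In each of these genes all 3 exposed libraries lay on one side of the 3 NC libraries. The same held for Mmp17, Pcdh17, Ptbp2 and Aasdhppt in I0-E2 and for Lrrn3, Rbm42, Mical1 and Ccnt2 in I0-E4, and for Tmem254c, Rpsa-ps10 and Gm48552 in I0-E2 and Gm48551 and Fam220a in I0-E4, which share most of their sequence with other transcripts and are uncertain.

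As a group, genes of cholesterol synthesis were lower in I0-E2, with 18 of 21 below NC (median -0.10, adjusted p = 1.70e-04 from camera), at an adjusted p = 0.462 with an estimated correlation. Among them Insig1, a sterol-regulated gene that holds back the pathway, was at -0.27 (standard error 0.10). All 13 mitochondrial-encoded mRNAs lay below NC in I0-E2 (median -0.18, adjusted p = 1.23e-04 from camera) and 11 of 13 in I0-E4 (median -0.16, adjusted p = 0.0147 from camera), with adjusted p = 0.662 and adjusted p = 0.593 with an estimated correlation. Single libraries went the other way. Against the NC mean, the median of the cholesterol synthesis genes was -0.18, 0.02 and -0.12 in I0-E2 replicates 1 to 3 and -0.06 in NC replicate 3. That of the mitochondrial-encoded mRNAs was 0.15 in I0-E4 replicate 2 and -0.36 in replicates 1 and 3, where NC had -0.09 to 0.11. Ribosomal protein genes were higher in I0-E2 (61 of 71 above NC, median 0.07, adjusted p = 2.98e-04 from camera) and in I0-E4 (68 of 71 above NC, median 0.14, adjusted p = 2.16e-12 from camera), where Rpl3 was at 0.41 (standard error 0.13) and Rps2 at 0.26 (standard error 0.10). Their adjusted p was 0.662 and 0.593 with an estimated correlation, and their median against the NC mean was -0.02 in I0-E2 replicate 1 and -0.03 in I0-E4 replicate 3. Proteasome genes lay above NC in 28 of 31 cases in I0-E2 (adjusted p = 0.00268 from camera) and 29 of 31 in I0-E4 (adjusted p = 5.41e-07 from camera), and nuclear oxidative phosphorylation genes in 25 of 29 (adjusted p = 0.0142 from camera) and 28 of 29 (adjusted p = 7.01e-07 from camera), all with an adjusted p = 0.662 in I0-E2 and an adjusted p = 0.593 in I0-E4 with an estimated correlation. S phase genes lay above NC in 22 of 25 cases in I0-E2 (adjusted p = 0.00268 from camera) and 21 of 25 in I0-E4 (adjusted p = 0.00804 from camera), at an adjusted p = 0.384 and an adjusted p = 0.530 with an estimated correlation, and Mcm5 of the replicative helicase was at 0.17 in I0-E4 (standard error 0.05).

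Of 27 heat shock genes, 23 lay above NC in I0-E4 (median 0.05, adjusted p = 0.0366 from camera, and adjusted p = 0.593 with an estimated correlation) and 21 in I0-E2 (median 0.04, adjusted p = 0.0636 from camera), and Dedd2 was at 0.31 in I0-E4 (standard error 0.13). Against the NC mean, the median of the heat shock genes was 0.09 in I0-E4 replicates 1 and 2 and -0.02 in replicate 3. For the heat shock response the adjusted p of camera in I0-E4 was 0.197, 0.175 and 0.186 without I0-E4 replicate 1, I0-E4 replicate 2 or NC replicate 3. For the oxidative stress response in I0-E2 it was 0.0559, 0.416 and 0.143 without I0-E2 replicate 2, I0-E2 replicate 3 or NC replicate 3. Of 30 oxidative stress genes, 22 lay above NC in I0-E2 (median 0.06, adjusted p = 0.0164 from camera, and adjusted p = 0.662 with an estimated correlation) and 21 in I0-E4 (median 0.06, adjusted p = 0.133 from camera), and Sqstm1 was at 0.17 in I0-E2 (standard error 0.07). The difference between the fluencies was not tested. Camera called 8 lists in I0-E2, hypoxia and glycolysis genes included, and 6 in I0-E4, and 0 in either with an estimated correlation. No list member passed over all genes; adjusted over the list alone, 0 passed in I0-E2 and 4 in I0-E4, which were Egr1, Dusp6 at -0.33 and Dusp1 at 0.38 among immediate-early genes and Chac1, a glutathione-degrading enzyme of the integrated stress response, at -0.45 (standard error 0.11). For change of the 29 immediate-early genes in either direction, limma's fry gave an adjusted p = 1.57e-04 in I0-E4.

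By edgeR 0 of 12296 genes passed an FDR of 0.05 or the Bonferroni correction in I0-E2 and 0 in I0-E4, with 413 (186 higher, 227 lower) and 973 genes (511 higher, 462 lower) at an unadjusted p under 0.05. With no changed gene, 614.8 would be expected by chance in each. The limma-voom and limma-trend tests called 0 genes as well, with 432 and 375 at an unadjusted p under 0.05 in I0-E2 and 916 and 1054 in I0-E4, and DESeq2 called 0 in I0-E2 and 1 in I0-E4, a Fam220a gene that shares reads (adjusted p = 0.0163). Without the filter on low counts edgeR called 46 genes in I0-E2 and 172 in I0-E4, of which 42 and 110 share reads. Only 4 and 13 of the calls were genes that the filter had removed, and the prior degrees of freedom were then infinite, against 7.02. Egr1 passed in I0-E4 in that fit (adjusted p = 0.0149). Without NC replicate 1 or 2 edgeR called 1 gene in I0-E2, and without NC replicate 2 it called 1 in I0-E4. On limma-trend values camera called 8 lists in I0-E2 and 6 in I0-E4, and 3 in each with the trend on gene length removed from them. S phase genes and mitochondrial-encoded mRNAs stayed called in each, as did cholesterol synthesis genes in I0-E2 and proteasome genes in I0-E4. The median of the mitochondrial-encoded mRNAs moved away from 0, from -0.18 to -0.22 in I0-E2 and from -0.18 to -0.26 in I0-E4. That of the S phase genes went from 0.054 to 0.056 in I0-E2 and was 0.057 before and after in I0-E4. The medians of the ribosomal protein genes then went from 0.07 to 0.01 and from 0.14 to 0.03 and that of the oxidative stress genes in I0-E2 from 0.06 to 0.03 (adjusted p = 0.0314 and adjusted p = 0.115 from camera). That of the heat shock genes in I0-E4 was 0.05 before and after (adjusted p = 0.0310 and adjusted p = 0.138 from camera) and that of the hypoxia and glycolysis genes in I0-E2 0.05 and 0.06 (adjusted p = 0.0291 and adjusted p = 0.115 from camera). Without I0-E2 replicate 3 that group had 3 list calls on the edgeR values. From the absence of genes past the threshold at I0-E0 and I2-E2, the paper concludes that these intensities did not significantly perturb gene expression, and for the raised fluencies it states the same outcome.

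**Figure D2:**
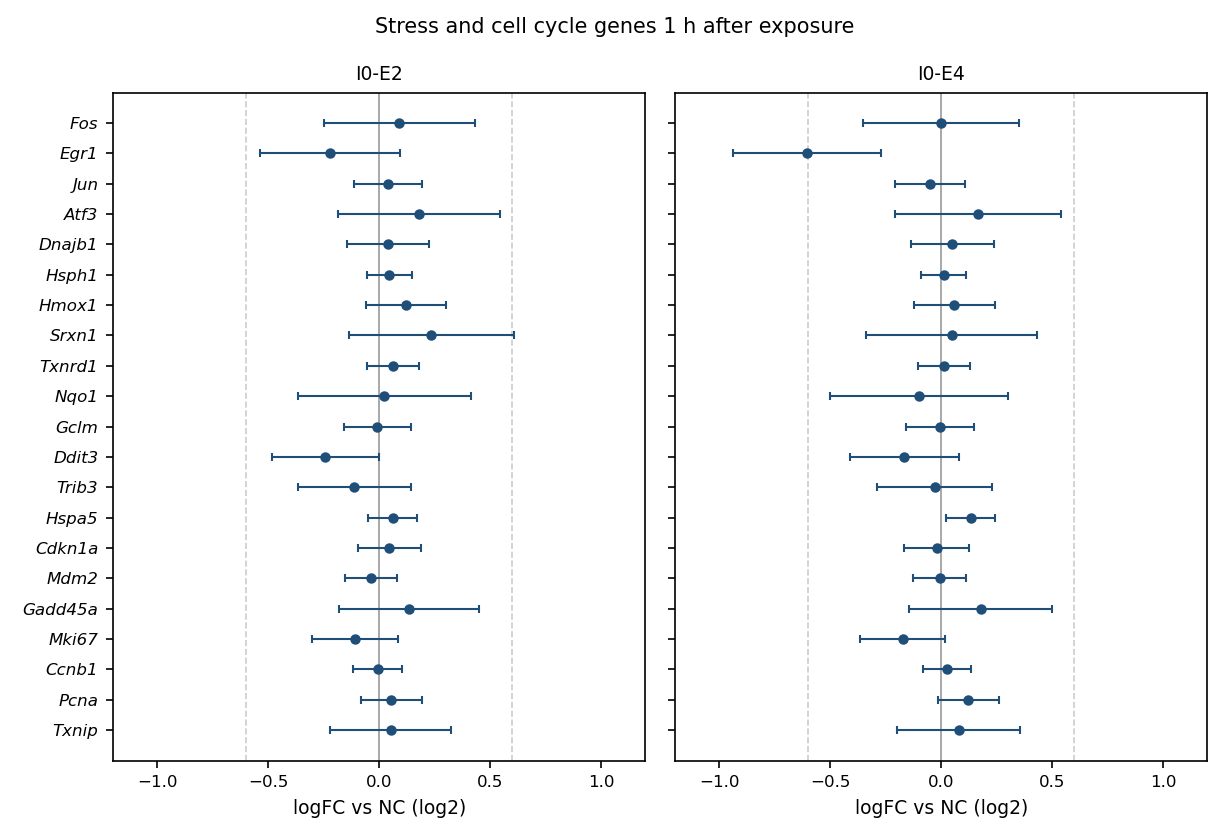
Log2 fold changes of 21 stress and cell cycle genes against the negative control, for I0-E2 (left) and I0-E4 (right), with 3 exposed and 3 NC libraries in each comparison; points are edgeR estimates, bars are 95% confidence intervals and dashed lines stand at -0.6 and 0.6. The intervals run from -0.54 to 0.61 in I0-E2 and from -0.94 to 0.54 in I0-E4, where Egr1 lies lowest.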

### Laser-induced photo-toxicity with high-intensity SRS imaging

We did not observe any phototoxic effects on proliferation or gene expression with the typical SRS imaging parameters. However, in signal-limited SRS imaging applications much higher excitation intensities are often implemented, such as in the identification of the signature of neuronal membrane potentials^28^. In these scenarios, researchers must balance the large excitation intensities required for high-sensitivity SRS with photo-damage in the sample resulting from strong photo-absorption including plasma generation^12^ and extreme heating^29^. This damage can often be observed visually as burning or boiling of the sample^30^. Thus, we probed the impact of laser absorption at settings that are close to causing sample destruction by heating. We increased the total average intensity to 397 mW/µm^2^ by switching from a 20X to 60X objective with 1.2 NA. We chose a near-burning condition by repeatedly imaging the same field of view until burning was observed in some cells (Fig. S1), which occurred after 14 successive image scans, the equivalent of 1111.6 J/cm^2^. In this setup, two lasers at 796 nm and 1040 nm with a 10:3 power ratio and 2 µs pixel dwelling time were used. In the subsequent experiments, we used the same setup but only scanned each field of view once (exposure condition I3-E3-SRS, Table 1). To test for the long-term survival, we performed a proliferation assay following the same procedure as in the previous section. No change was observed in the proliferation rate of N2A cells after exposure to this near burning condition using two lasers with 50-ps inter-pulse delay compared to the negative control group without laser exposure (Fig. 3b). Under identical laser settings, imaging using SRS with Raman resonance at 2950 cm^−1^ also did not change the proliferation rate of N2A cells (Fig. 3a). We tested for shorter time-scale perturbations by performing RNA-seq 1 h after imaging the N2A cells with SRS under the near-burning condition (I3-E3-SRS). 

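The second sequencing batch held 5 libraries, 3 from N2A cells exposed at I3-E3-SRS and 2 from negative control cells of that batch. The paper describes 3 wells of unexposed cells, and the labels give 2 negative control libraries in this batch. The exposed cells were scanned through a 60X objective with lasers at 796 nm and 1040 nm, at a total average intensity of 397 mW/µm2 and a fluency of 79.4 J/cm2. The total count per library was 5473588 and 8830935 in the negative control and 8775615, 10633738 and 12698770 in I3-E3-SRS. The estimated counts of the authors were treated as for the first batch, in a fit of these 5 libraries alone, since the unexposed cells of the 2 batches were sequenced separately. The fit tested 12031 genes with 3 residual degrees of freedom. Its common biological coefficient of variation was 11.5%, against 8.26% in the first batch. For genes with at least 10 CPM the median standard error of a log2 fold change was 0.0895. Negative control replicate 1 stood apart from the other 4 libraries, with correlations of log2(CPM + 1) between 0.935 and 0.940, where the others reached at least 0.992 among themselves, over 11196 genes with a mean of at least 20 reads. Over genes with at least 50 reads in a pair of libraries of one group, the correlation of log2 CPM was 0.894 for the NC pair (10753 genes) and 0.989 to 0.992 for the pairs of I3-E3-SRS.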

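At 1 h after the near-burning exposure, the heat-inducible chaperone genes Hsph1 and Dnajb1 of N2A cells lay close to their levels in the negative control (NC). Hsph1 measured 370 ± 23.8 CPM (SD, n = 3) in I3-E3-SRS and 364 ± 11.1 CPM (SD, n = 2) in NC, a log2 fold change of 0.02 (standard error 0.07). Dnajb1 was at -0.07. Hmox1, of the oxidative stress response, measured 86.3 ± 5.76 CPM (SD, n = 3) and 83.5 ± 5.05 CPM in NC (SD, n = 2; log2 fold change 0.05, standard error 0.08), and Srxn1 and Hspa5 were at 0.09 and 0.03. The highest of the 21 marker genes was Fos, an immediate-early transcription factor, at 4.50 ± 1.15 CPM (SD, n = 3) in I3-E3-SRS and 1.95 ± 0.629 CPM (SD, n = 2) in NC, a log2 fold change of 1.15 (standard error 0.36, 95% confidence interval 0.32 to 1.99) that did not pass the FDR. Egr1, of the same class, was the lowest at -0.44 (standard error 0.26).

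The genes with the smallest p-values whose exposed libraries all lay on one side of both NC libraries were mostly genes that share reads. Trappc8 measured 4.26 ± 0.601 CPM (SD, n = 3) in I3-E3-SRS and had 0 reads in both NC libraries (adjusted p = 0.300 from edgeR's quasi-likelihood test). Rps29, a ribosomal protein gene on chromosome 12 of GRCm38 from 69157722 to 69159186, measured 324 ± 36.5 CPM (SD, n = 3) in I3-E3-SRS and 225 ± 5.37 CPM (SD, n = 2) in NC (log2 fold change 0.53, standard error 0.10, adjusted p = 0.951 from edgeR). mt-Nd3, a mitochondrial complex I gene, measured 388 ± 30.2 CPM (SD, n = 3) and 227 ± 56.9 CPM in NC (SD, n = 2; log2 fold change 0.77, standard error 0.15). Olfr729, an olfactory receptor gene on chromosome 14 from 50144731 to 50152910, measured 4.70 ± 0.381 CPM (SD, n = 3) and 12.4 ± 3.41 CPM in NC (SD, n = 2; log2 fold change -1.39, standard error 0.22, adjusted p = 0.619 from edgeR). The others were 1700047I17Rik2, Gm32687, Gm20431, Bloc1s2-ps, Gm15725 and Gm2810. Those 6 genes and mt-Nd3 share most of their sequence with other transcripts, and 78.7% of the 31-base words of Rps29 occur in no other gene, so these values are uncertain.

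By edgeR 0 of 12031 genes passed an FDR of 0.05 or the Bonferroni correction, with 484 genes at an unadjusted p under 0.05 (184 higher, 300 lower). With no changed gene, 601.55 would be expected by chance. The limma-voom and limma-trend tests called 0 genes, with 333 and 465 at an unadjusted p under 0.05. DESeq2 called 15 genes, 11 of which share reads, among them Rps29 (adjusted p = 0.00228), and also Trappc8 and Pi4ka, a phosphatidylinositol kinase gene (adjusted p = 0.00683). Without the filter on low counts edgeR called 194 genes, 189 of which share reads, and the fit of all 20 libraries called 19, 18 of which share reads. The fit with the replicate number as a block called 25, all of which share reads. Over only the genes with at least 95% unique 31-base words, chosen after seeing the data, edgeR called 4, which were Trappc8, Pi4ka (adjusted p = 0.00966), Olfr729 (adjusted p = 0.0111) and Gm20594 (adjusted p = 0.0209). Without NC replicate 2 it called 671 genes, 647 of which share reads, but NC was then 1 library, assumed to vary like the 3 libraries of I3-E3-SRS; without any other library it called 0.

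**Figure D3:**
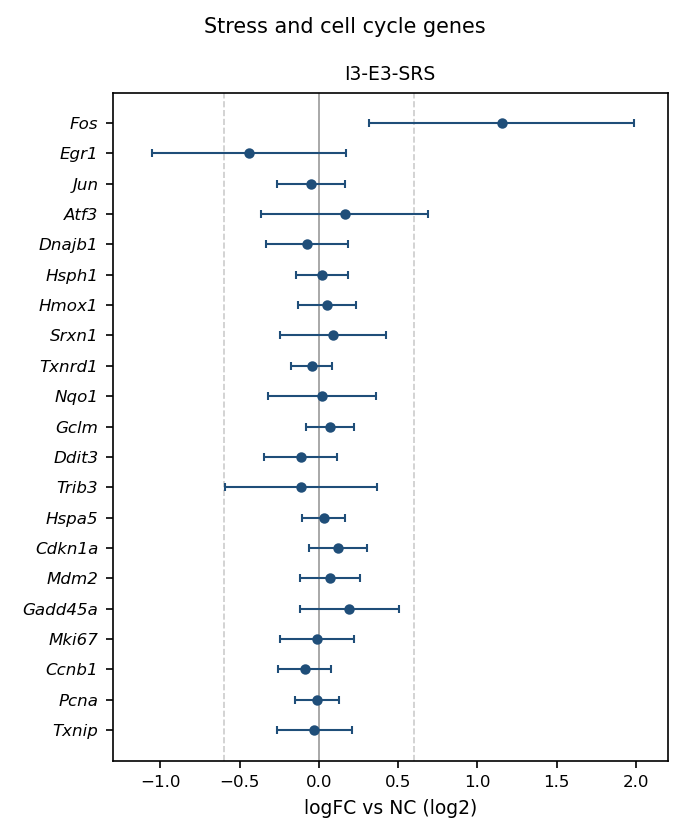
Log2 fold changes of 21 stress and cell cycle genes in I3-E3-SRS against the negative control of the second batch, with 3 exposed and 2 NC libraries; points are edgeR estimates, bars are 95% confidence intervals and dashed lines stand at -0.6 and 0.6. The intervals run from -1.06 to 1.99, and Fos at 1.15 is the one gene whose interval lies above 0.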

No differentially expressed gene with a FDR < 0.05 were found in this condition comparing to the negative control group (Fig. 3c). This result suggests that N2A cells are robust to high-intensity laser exposure and vibrational excitation.

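The stress gene lists of I3-E3-SRS had medians near 0. Of 27 heat shock genes, 18 lay above NC (median log2 fold change 0.02, adjusted p = 0.591 from limma's camera), of 30 oxidative stress genes 19 (median 0.01, adjusted p = 0.833), of 26 p53 and DNA damage genes 13 (median 0.00, adjusted p = 0.591), and of 33 genes of the unfolded protein and integrated stress response 16 (median -0.01, adjusted p = 0.798). Bag3, a co-chaperone of the heat shock response, was at -0.14 (standard error 0.06), and Slc7a11, a cystine transporter, at -1.36 (standard error 0.45), without passing the FDR.

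Camera called 3 of 20 lists, all higher. Ribosomal protein genes lay above NC in 61 of 71 cases (median 0.13, adjusted p = 3.16e-17 from camera), with Rpl38 at 0.67 (standard error 0.18) and Rpl10 at -0.89 (standard error 0.21), at an adjusted p = 0.748 with an estimated correlation. Mitochondrial-encoded mRNAs lay above NC in 11 of 13 cases (median 0.17, adjusted p = 1.17e-05 from camera), with mt-Atp6 at 0.32 (standard error 0.10), again at an adjusted p = 0.748 with an estimated correlation. Nuclear oxidative phosphorylation genes lay above NC in 25 of 29 cases (median 0.05, adjusted p = 0.00170 from camera), with Cox7c at 0.41 (standard error 0.16), at an adjusted p = 0.903 with an estimated correlation. Against the NC mean, the medians in I3-E3-SRS replicates 1 to 3 were 0.10, 0.03 and 0.26 for ribosomal protein genes, 0.03, 0.39 and -0.06 for mitochondrial-encoded mRNAs and 0.03, -0.01 and 0.14 for nuclear oxidative phosphorylation genes. All 21 cholesterol synthesis genes lay below NC (median -0.07) without passing camera. In these 20 lists 0 members passed over all genes and 1, mt-Nd3, was higher when adjusted over the list alone. Without NC replicate 2, 1 list was called, and without NC replicate 1 or I3-E3-SRS replicate 3 there were 6; with the replicate number as a block there were 5. With the trend on gene length removed from limma-trend values, the median of the ribosomal protein genes went from 0.13 to 0.25 and that of the nuclear oxidative phosphorylation genes from 0.05 to 0.08. From the absence of genes past the FDR in this condition, the paper proposes that N2A cells are robust to laser exposure of high intensity and to vibrational excitation.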

**Figure 3:**
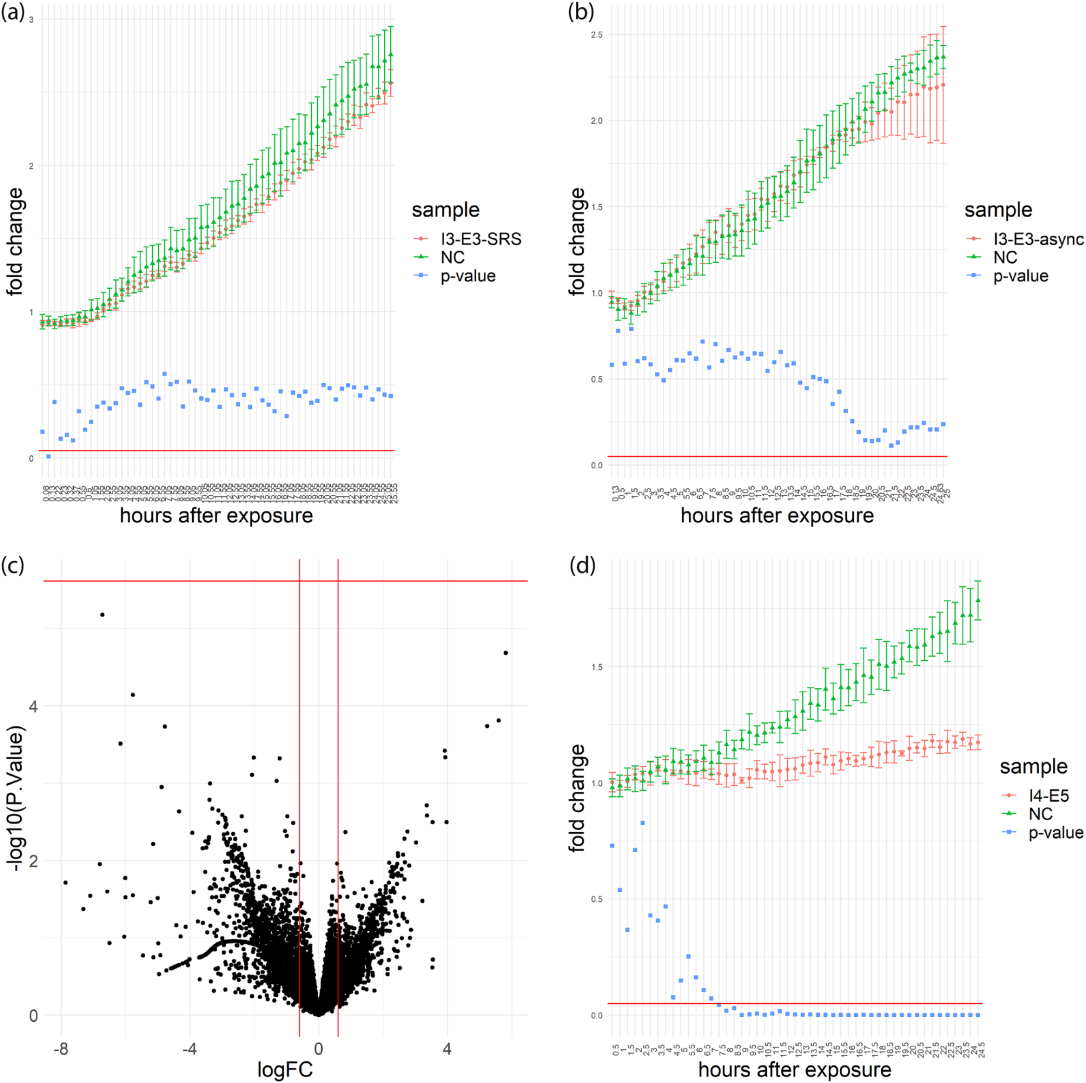
Proliferation and RNA-seq of near-burning conditions. (**a**) Proliferation rates of I3-E3-SRS measured as fold changes of the counts of N2A cells at every 30 min with respect to the initial counts of cells immediately after the completion of all laser exposures; (**b**) proliferation rates of I3-E3-async with the same laser settings as in (a) except a 50-ps interpulse delay; (**c**) RNA-seq volcano plot of I3-E3-SRS with respect to NC; (**d**) proliferation rates of I4-E5. I3: average intensity = 397 mW/µm^2^; I4: average intensity = 610.7 mW/µm^2^; E3: fluency = 79.4 J/cm^2^; E5: fluency = 122 J/cm^2^; NC = negative control. SRS: cells were imaged with SRS; async: cells were imaged with an interpulse delay of 50 ps. logFC: log2 fold change with respect to NC. Vertical lines are at − 0.6 and 0.6. − log10(*p*-value): − log10 of *p*-values of differential expression with respect to NC. Horizontal lines indicate familywise error rate of 0.05 after Bonferroni correction^27^.

We increased the intensity further to probe the limits of non-perturbative femtosecond laser scanning excitation. With an average intensity of 610.7 mW/µm^2^ at 796 nm (exposure condition I4-E5) and 2 µs pixel dwelling time, we observed cell burning starting around the second or third sequential imaging frame (equivalent to 244 to 366 J/cm^2^). Under the same laser excitation condition but only one imaging frame, the samples exposed to laser irradiation had a proliferation rate that was significantly reduced (~ 25%) compared to the negative control samples without laser exposure (Figs. 3d, S3a). Laser-induced changes in N2A started to result in proliferation rate changes between average intensity of 397 mW/µm^2^ with a fluency of 79.4 J/cm^2^ and 610.7 mW/µm^2^ with a fluency of 122 J/cm^2^.

### Photo-induced generation of reactive oxygen species in N2A cells

Generation of various reactive oxygen species (ROS) has been observed under a wide range of laser exposure conditions. The generation of ROS has been associated with sample ionization^12^, heat generation^9^, and active repair mechanism of cells^14^. Measurement of the generation of ROS is an additional approach for the investigation of photo-induced physiological perturbations in live cells, that occur on shorter timescales and that may not have observable influence on gene expression or proliferation rate. Although the causality between ROS generation and change in gene expression is unclear, such measurements can be used as an orthogonal measurement of photo-induced perturbations in live cells. We explored a series of increasing excitation intensities and pixel dwelling times that were used in the RNA-seq and proliferation assays as listed in Table 1. The increase in ROS generation was measured by the increase in the fluorescence of the CellROX Green dye, which became fluorescent after oxidation by ROS (Fig. 4a)^31^. Comparing to the negative control samples without laser exposure (Fig. 4g,h), the only condition that resulted in a significant ROS increase was I4-E5 (average intensity = 610.7 mW/µm^2^, fluency = 122 J/cm^2^; Fig. 4c,d), the near-burning condition we described in the previous section that also resulted in decreased proliferation rates. This is also the exposure condition with the highest intensity among all experiments. Other exposure settings tested did not result in significant generation of ROS measured by the CellROX Green dye. This includes the same exposure settings that did not result in changes of proliferation rates or differential gene expression measured by RNA-seq in the previous tests (exposure condition I0-E4, I2-E2, I3-E3; Figs. 4b–f, S3b,c). This observation confirms that these imaging conditions caused insignificant perturbations on the N2A cells. Additionally, we tested two conditions that had lower intensity but higher fluency than I4-E5, the condition with increased generation of ROS. First, we used the same intensity as I2-E2, 238.58 mW/µm^2^, using 796 nm wavelength and 20X objective. The fluency was increased to 477.2 J/cm^2^ by increasing the pixel dwelling time to 20 µs. This condition with 3.9 times higher fluency than I4-E5 did not result in significant ROS generation. We further increased the fluency to 14,316 J/cm^2^ using an average intensity of 119.29 mW/µm^2^ at 796 nm. The fluency was achieved by using a 20 µs pixel dwelling time and repeatedly imaging the same field of view 30 times. This 117 times increase in fluency from I4-E5 also did not cause in increase of ROS generation. Thus, intensity rather than fluency was observed to be the major factor that induced ROS generation in N2A cells after exposure to a pulsed laser excitation. If high imaging intensity is necessary, the addition of ROS scavengers, such as N-Acetyl-L-cysteine and Catalase, might protect cells from oxidative damage^9^. Lowering cell culture temperature during imaging has also been reported to reduce photodamage caused by exposure to continuous-wave lasers^9^. Additional experiments are needed to examine if the addition of oxygen scavengers or lowering temperature would result in changes of gene expression or other perturbations.

**Figure 4:**
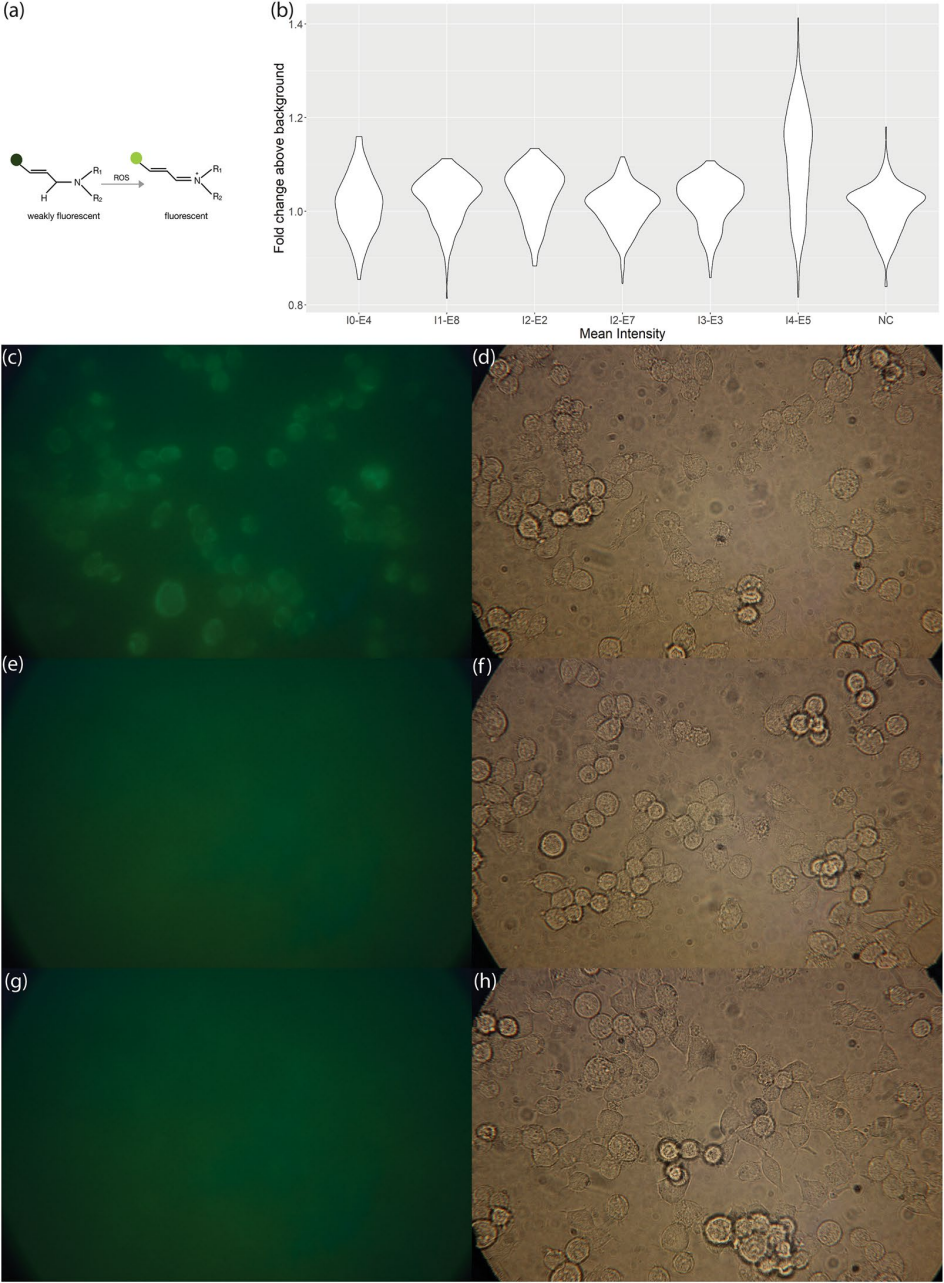
ROS measurements across laser intensities and fluencies. (**a**) Skeletal formula schematic of oxidation of CellROX Green dye by ROS^31^. (**b**) Distribution of mean intensities of all cells in samples with laser exposure and the negative control group after flatfield correction. *p*-value of I0-E4 versus NC is 0.0871. *p*-value of I1-E8 versus NC is 1.47e−5. *p*-value of I2-E2 versus NC is 2.89e−10. *p*-value of I2-E7 versus NC is 0.33. *p*-value of I3-E3 versus NC is 9.11e−4. *p*-value of I4-E5 versus NC is 5.73e−45. (**c**) GFP channel after exposure to I4-E5 and 30 min post-exposure incubation (**d**) Bright-field image of the same field of view as (c). (**e**) GFP channel after exposure to I3-E3 and 30 min post-exposure incubation (**f**) Bright-field image of the same field of view as (e). (**g**) GFP channel after 30 min incubation of unexposed cells (**h**) Bright-field image of the same field of view as (g). I0: average intensity = 47.72 mW/µm^2^; I1: average intensity = 119.29 mW/µm^2^; I2: average intensity = 238.58 mW/µm^2^; I3: average intensity = 397 mW/µm^2^; I4: average intensity = 610.7 mW/µm^2^; E2: fluency = 47.72 J/cm^2^; E3: fluency = 79.4 J/cm^2^; E4: fluency = 95.43 J/cm^2^; E5: fluency = 122 J/cm^2^; E7: fluency = 477.2 J/cm^2^; E8: fluency = 14,316 J/cm^2^; NC = negative control.

## Discussion

This study assessed the effects of laser exposure on mouse Neuro2A cells during SRS imaging or other femtosecond pulsed laser-based imaging modalities that use similar excitation parameters. Multiple types of measurements were used—RNA-seq, proliferation assay, and ROS assay—to probe N2A cells at a range of time points after laser exposure. We demonstrated that N2A cells can have strong tolerance to laser exposure over a wide range of imaging power and intensity. This tolerance of N2A cells makes it possible to perform time-lapse imaging, RNA-seq, and other measurements after the first exposure to laser excitation without inducing biological perturbations in the downstream measurements. This allows for accurate interpretation of paired imaging and RNA-seq measurements, which could gain additional insights compared to the individual measurements alone. However, any RNA-seq measurements could only capture the state of gene expression at the time of the measurement. Although we chose the 1-h incubation time before RNA-seq to allow for sufficient time for potential transcriptomic changes to occur, gene expression changes might happen at a longer time scale, that was not captured in this study. The lack of change in the 1-h period after laser irradiation could potentially be indicative of the absence of other forms of cellular changes. However, it’s possible that the response of N2A to laser exposure was reflected in changes unrelated to gene expression differences. This study focused on one particular cell type, N2A, and the response might differ from other cell types in their sensitivity and tolerance to laser exposure. The ROS assays also demonstrated that cells can have different tolerance to increase in laser excitation intensity and fluency, which could be a factor to consider when higher resolution is required (Fig. S3b,c). Except for I1-E8, where we repeatedly imaged N2A cells in the same field of view 30 times before the ROS assay, we did not explore the possibility of photo-induced perturbations caused by repeated exposure in other contexts. Changes in N2A cells might be observed with extended exposure beyond 20 µs/pixel and 1 imaging frame prior to RNA-seq or proliferation assay. The tunable parameters in SRS imaging form a multidimensional space that allow the imaging settings to vary widely among different applications. The subset of parameters we chose to assess aimed to cover representative changes in intensity, pixel dwelling time, wavelength, and vibrational resonance. Since we only observed increases in ROS generation and decreases in proliferation rate at the highest intensity condition with exposure to a single laser (I4-E5), thermal effects are likely the dominant damage mechanism for N2A cells when exposed to pulsed-laser excitation. Thermal effects without Raman resonance are known to have a first-order dependence on peak power^12,22^. Other studies of photodamage in the context of CARS and TPEF observed perturbations to cells using pico-second lasers and/or higher pixel dwelling time (e.g. 60 µs/pixel comparing to 2–20 µs/pixel in our study)^11–13^. Compared to imaging conditions previously reported to induce photodamage, imaging conditions in this study have comparable or higher average intensities but much lower fluency (Supplementary Table 1). Condition I1-E8 was used to test the impact of low intensity and higher fluency, and did not result in significant ROS generation. However, I1-E8 has lower average intensity than some of the intensity thresholds in the literature. This indicates that both intensity and fluency can lead to photodamage, and that either can be increased significantly without inducing damage, if the other is kept at lower values. Additionally, depending on the timing of downstream measurements, the impacts of laser excitation could manifest in different aspects of cellular processes. Photodamage observed using a particular measurement modality might not be observable with other modalities. Our multimodal measurements at representative timescales after laser exposure could provide insights for assessing potential impacts of laser exposure in future SRS imaging experiments.

## Methods

### Cell culture

Neuro2A cells (N2A; UCB Cell Culture Facility) were cultured in T25 flasks using standard cell culture conditions for all experiments—37 °C, 5% CO_2_, and complete growth medium consisting of DMEM (Gibco™ 10,566,016), 10% FBS (Avantor Seradigm 89,510), and 1% penicillin-streptomycin (Gibco™ 15,140,122). Cells were grown to approximately 80–90% confluency and one day prior to each imaging experiment, they were resuspended and seeded into 8-well glass-bottom µ-Slide (ibidi 80,827) for the ROS assays and into 384 glass-bottom well plates (Corning 4581) for the proliferation assays and RNA-seq. The growth medium for the ROS assays did not contain phenol red. At the start of each experiment, the confluency was approximately 40% for the proliferation assays and 70% for the ROS assays and RNA-seq.

### Live-cell imaging and pulsed laser exposure

The optical setup has been described previously^32^. The fundamental and tunable output from a commercially available femtosecond oscillator/OPO (Insight DS + , Spectra-Physics) was used as the excitation source. The OPO output was tuned to 796 nm for all measurements. The fundamental was at 1040 nm. For single-pulse measurements, only the OPO output at 796 nm was used. For two-pulse measurements the output from both the fundamental and OPO were used. Each line’s power was controlled through the use of a variable attenuator consisting of a half-wave plate or half-wave fresnel rhomb (OPO output), and a polarizer, and set to the power specified in the main text. The inter-pulse delay was controlled by a delay stage (FCL200, Newport) on the tunable output line, and the two lines were combined on a 1000 nm short-pass dichroic mirror (Thorlabs), and fed into an inverted scanning microscope. (Olympus IX83-FV1200) A 20 × objective with a numerical aperture of 0.75 (Olympus, UPLSAPO20X) or a 60 × objective with a numerical aperture of 1.2 was used for all measurements, and frames were acquired at 512 × 512 pixels with a dwell time of 2 μs per pixel. The wavelength of 796 nm was chosen because when coincident with the fundamental 1040 nm line it provides the pump for a stimulated Raman interaction at a frequency of 2950 cm^−1^, corresponding to CH3 stretches, largely found in proteins throughout the cell. In addition to SRS imaging, to deconvolve the contribution of the stimulated Raman process from the other effects of the dual laser excitation, measurements were acquired at an inter-pulse delay of 50 ps, with the 796 nm pulse arriving first.

The imaging power was measured with an optical power meter placed directly above the objective at the sample plane. To account for the difference in the magnification of different imaging conditions, we reported the average intensity calculated as the imaging power normalized by the beam size at the sample point (Table 1, avg intensity). The beam size is estimated by the Rayleigh criterion as 0.61 * wavelength / numerical aperture. We also provided the peak intensity in Table 1, which is the average intensity divided by the ratio of the actual exposure time in one second given the repetition rate and the pulse width. For our setup, the peak intensity was the average intensity * 1 s / (80 MHz * 120 fs).

### ROS assay

The N2A cells were exposed to the different settings as described in Table 1, with three replicates per exposure condition. The three negative control wells were not exposed. ROS generation was detected by CellROX™ Green reagent (Invitrogen) following the manufacturer’s protocol. The dye was diluted to 5 µM in pre-warmed complete growth medium immediately before addition to cell culture. The growth medium in wells for exposure and the negative control wells was replaced by the medium with the dye in each well after the laser exposure for that well was completed, followed by 30 min incubation. After incubation, each well was washed three times with warm medium. A fluorescent image was taken in the GFP channel after the wash. A bright-field image of the same field of view was taken for each fluorescent image, so that the fluorescent increases post-exposure were normalized by the number of cells in each field of view. The same protocol was followed in empty wells to confirm that the laser beams did not react with CellROX Green dyes directly to cause any fluorescent changes. Cell boundaries were manually defined using the bright-field images to measure fluorescence post-exposure. The fluorescence was normalized to the background by manually selecting regions in the same well that did not have cells. A flat-field correction was also applied to each fluorscence image. The reference for the flat-field correction was taken in empty wells with the same concentration of CellROX Green in warm complete medium under the same settings for the GFP channel. During all procedures, N2A cells were kept at 37 °C with 5% CO_2_.

### Proliferation assay

For each condition listed in Table 1, the entire culture wells in a 384 glass-bottom well plate were exposed to laser excitation by dividing each well into multiple non-overlapping fields of view. The stage was moved during the imaging of a well to scan each field of view once with the laser, such that all the cells in the same well were subjected to the same laser exposure condition. On the same 384-well plates, three wells of negative control cells were not exposed to the laser but were otherwise subjected to the same conditions. To measure the proliferation overnight with time-lapse imaging, we used IncuCyte ZOOM ((Essen BioScience) with a 10X objective to automatically acquire phase-contrast images while keeping the 384-well plates at 37 °C and 5% CO_2_. A phase-contrast image was taken every 30 min to 2 h inside the IncuCyte for each well. N2A cells in the images were segmented using an algorithm for segmenting cells in bright-field images from Buggenthin et al. ^33^*.* Fiji was used for counting cells in the binary images after segmentation^34^.

### RNA-seq

As in the proliferation assays, for each RNA-seq condition, the entire cell culture well in 384 glass-bottom well plates was exposed to laser excitation, such that all the cells in the same well were subject to the same laser exposure. The cells were lysed 1 h after laser exposure to allow sufficient time for transcriptional changes^35^. Three wells of unexposed cells subjected to the same conditions were lysed at the same time. We followed the manufacturer’s protocol for RNA extraction (Qiagen RNeasy Mini Kit) and library preparation (NEBNext Ultra II RNA library prep kits for Illumina). Differential gene expression was tested for each exposure settings against the negative controls that were subject to the same ambient conditions and the same library preparation protocols but with no laser excitation. A false discovery rate < 0.05 was used as the threshold for differential expression after adjusting for multiple hypothesis testing with the Benjamini-Hochberg procedure^26^ or with the Bonferroni correction^27^. The R package limma was used to perform this differential expression analysis^36^.

## Supplementary Information

Supplementary Information.

## Data Availability

The sequencing datasets are available under the accession number GSE197666 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE197666).

# Supplementary material for: Phototoxic effects of nonlinear optical microscopy on cell cycle, oxidative states, and gene expression
**Source:** Sci Rep. 2022 Nov 5;12:18796. doi: 10.1038/s41598-022-23054-7
**Supplement:** Supplementary file 1 — Supplementary Information.

## Supplementary information

### Phototoxic effects of nonlinear optical microscopy on cell cycle, oxidative states, and gene expression

Xinyi Zhang<sup>1,\*</sup>, Gabriel Dorlhiac<sup>2</sup>, Markita P. Landry<sup>2,3,4</sup>, Aaron Streets<sup>1,2,4</sup>

4. Chan-Zuckerberg Biohub, San Francisco, CA

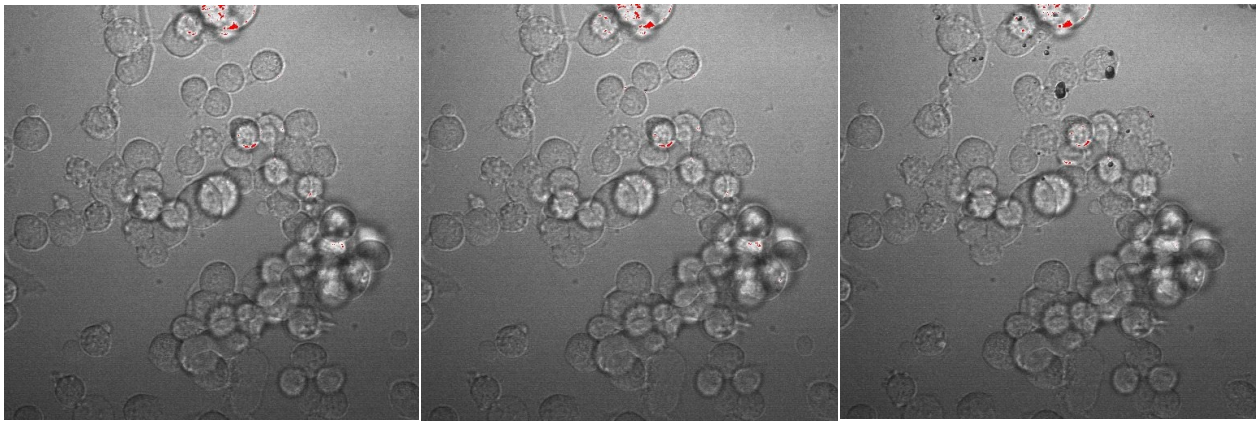

**Figure S1.** 2<sup>nd</sup>, 14<sup>th</sup>, and 51<sup>st</sup> frames of N2A cells exposed to near-burning condition (I3-E3). I3: average intensity = 397 mW/ $\mu\text{m}^2$ ; E3: fluency = 79.4 J/cm<sup>2</sup>.

(a)

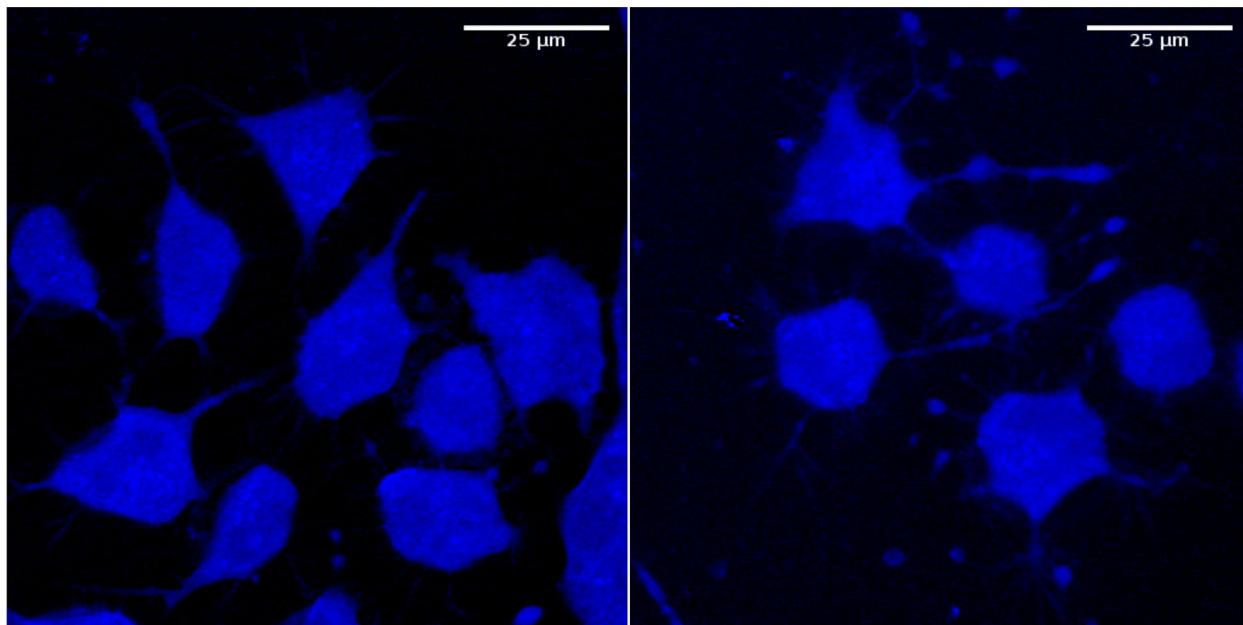

**Figure (S2):** Representative SRS Images of N2A Cells at 2950 cm<sup>-1</sup>

(a) SRS images acquired of N2A cells on slide-mounted coverslips using the 60x, 1.2 NA, water immersion objective. Images were acquired at 2950 cm<sup>-1</sup>, the CH<sub>3</sub> stretching band, which is dominated by signal contributions from cellular protein. A Raman shift of 2950 cm<sup>-1</sup> corresponds to a pump wavelength of 796 nm and a Stokes wavelength of 1040 nm. The power of both the pump and Stokes lasers was set to 10 mW. A pixel dwell time of 10 μs was used for acquisition.

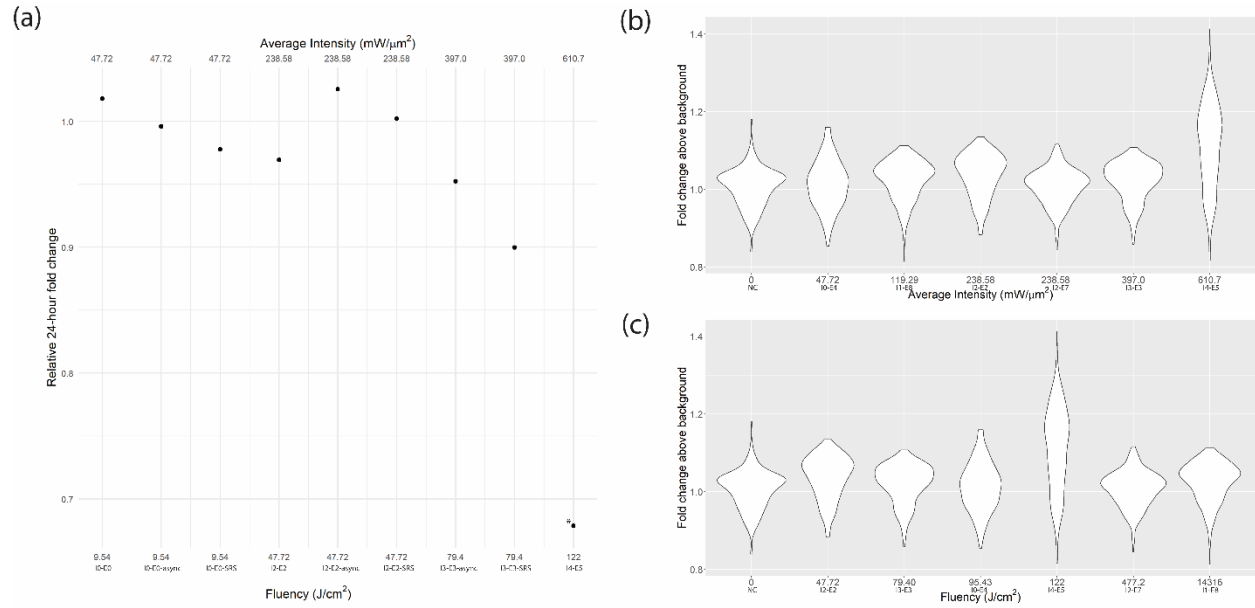

**Figure S3.** (a) Proliferation of each imaging condition after 24 hours of post-exposure incubation divided by the proliferation of the negative control (NC) samples. \*: p-value < 0.05. (b)-(c): Distribution of mean intensities of all cells in samples with laser exposure and the negative control group after flatfield correction. These are the same data as in Figure 4b and are ordered by either increasing average intensity (b) or increasing fluency (c).

**Supplementary Table 1.** Summary of damage thresholds in this study and reported in the literature. The damage threshold is the minimum average intensity or the minimum fluency under which the specific damage effect can be observed.

| Study      | Cell type     | Intensity Threshold (mW/ $\mu\text{m}^2$ ) | Fluency threshold (J/ $\text{cm}^2$ ) | Peak Intensity threshold (W/ $\mu\text{m}^2$ ) | damage effect/observation |
|------------|---------------|--------------------------------------------|---------------------------------------|------------------------------------------------|---------------------------|
| This study | N2A           | 611                                        | 122                                   | 63615                                          | ROS                       |
|            | N2A           | 611                                        | 122                                   | 63615                                          | Proliferation             |
|            | N2A           | >397                                       | >95                                   | >41354                                         | DEG                       |
| REF 11     | CHO           | 75                                         | 4485                                  | 3893                                           | propidium iodide          |
|            | CHO           | 205                                        | 12288                                 | 1164                                           | propidium iodide          |
|            | CHO           | 46                                         | 2765                                  | 2400                                           | 50% cloning efficiency    |
|            | CHO           | 75                                         | 4485                                  | 425                                            | 50% cloning efficiency    |
| REF 12     | myelin sheath | 20                                         | 457                                   | 1023                                           | bright plasma emission    |
|            | KB cells      | 189                                        | 4329                                  | 9700                                           | membrane blebbing         |
| REF 13     | Ptk2          | 50                                         | 2981                                  | 5175                                           | ROS                       |
|            | Ptk2          | 142                                        | 8516                                  | 14784                                          | propidium iodide          |

How the deposited data were processed for this re-analysis (not part of the article)

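Bulk RNA-seq was measured in 20 libraries of N2A cells, a mouse neuroblastoma line, in 2 sequencing batches. Batch 1 held 15 libraries of 5 groups, NC, I0-E0, I0-E2, I0-E4 and I2-E2, with 3 libraries each. Batch 2 held 5 libraries, 2 of NC and 3 of I3-E3-SRS. Libraries were assigned to groups, replicate numbers and batches by the submitters' labels, which match the exposure settings of the paper.

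The authors quantified each library with Salmon, named in the submitters' processing notes without a version, and deposited for each transcript an estimated count of reads and a TPM value. The estimated counts of the authors are not whole numbers and are not normalized between libraries. The TPM values of the authors are the same estimated counts divided by the effective length of the transcript and scaled to a fixed sum per library. Salmon options, the transcript release, the genome build and the read layout are not given in the sources used here. Of the transcript identifiers, 98.6% were found in GENCODE vM21, an annotation of the mouse build GRCm38, whose gene names and 1-based coordinates are used in the text. Transcripts that were not found there held 0.664% to 0.748% of the estimated counts of a library and were left out.

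The estimated counts were summed over the transcripts of each of 34083 genes and rounded to whole numbers. Genes were filtered with edgeR's filterByExpr at its minimum count of 10, library sizes were scaled by TMM, and edgeR's quasi-likelihood test (glmQLFit and glmQLFTest) was fitted with the group as the only factor. Batch 1 and batch 2 were fitted separately, with 12296 and 12031 genes and 10 and 3 residual degrees of freedom. The common biological coefficient of variation was 8.26% in batch 1 and 11.5% in batch 2. Adjusted p-values are from the Benjamini-Hochberg procedure over all genes tested, with a threshold of 0.05, and the Bonferroni correction was also applied. Levels are given as CPM, scaled by the TMM library size. Versions were R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

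Each of the 5 exposure settings was compared with the NC libraries of its batch. Beyond the paper's comparisons, all 12 exposed libraries of batch 1 were compared with NC, I2-E2 was compared with I0-E2, which has the same fluency at a lower intensity and a longer dwelling time, and a linear trend on fluency was tested over NC, I0-E0, I0-E2 and I0-E4. The total count of a library ranged from 5473588 to 12698770. When tested on simulated data made from the real means, library sizes and spread, with 250 genes at each fold over 5 draws, the test called 61.6% to 63.6% of genes changed by 1.5-fold in the comparisons of the 4 settings of batch 1 with NC, 61.6% for both I2-E2 and I0-E2, 63.2% for I0-E4 and 63.6% for I0-E0. For I3-E3-SRS it called 41.2% of genes changed by 1.5-fold, 73.6% at 2-fold and 90.0% at 4-fold. Of the genes it called in simulated data, 3.98% to 5.48% were false in batch 1 against NC and 8.62% were false in I3-E3-SRS, where 22 genes were called over the 5 draws with no changed gene. Apart from draws with no changed gene, each draw changed 200 genes at once, at folds from 1.25 to 4. Recovery with few changed genes was not measured.

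Genes were chosen by a rule with 3 parts. Genes past the threshold come first. Where fewer than 5 pass in a direction, the 5 with the smallest unadjusted p in that direction whose exposed libraries all lie on one side of all NC libraries are taken and reported as not passing. The third part is 24 stress and cell cycle marker genes, of which 21 could be tested. For each of the 5 exposure settings the text gives the range of these 21 and names some of them, and the plots show all 21. For the comparisons beyond those of the paper only some of the chosen genes are named. Members of gene lists are named as examples of their list, and a few other genes were named after their values were seen, which is said there. A few genes that these rules name for the 5 settings are not reported here. Genes were called sharing reads where under 95% of the 31-base words of their transcripts occur in no other gene of GENCODE vM21.

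The 28 gene lists were immediate-early genes, the heat shock, oxidative stress, unfolded protein and integrated stress, and p53 and DNA damage responses, apoptosis, DNA repair, S phase, G2 and mitosis, cholesterol synthesis, hypoxia and glycolysis, glucose-responsive MondoA targets, cold-inducible genes, NF-kB targets, interferon-stimulated genes, proteasome subunits, cytosolic ribosomal proteins, nuclear oxidative phosphorylation subunits, mitochondrial-encoded mRNAs, metallothioneins, nuclear-retained RNAs, N2A identity genes and markers of fibroblasts, macrophages, epithelial, endothelial, glial and erythroid cells. The 20 lists with at least 5 tested genes were tested with limma's camera at its preset correlation of 0.01, again with a correlation estimated per list, and with fry. List counts are adjusted over all genes and over the list alone.

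Alternatives were RLE size factors, library totals, no filter, a filter of at least 1 CPM in 3 libraries (2 in batch 2), fits of the 2 groups compared alone or of all 20 libraries, the replicate number as a block, leaving out each library in turn, limma-voom with and without sample weights, limma-trend with a prior count of 2, DESeq2 with its default filter, limma on log2(TPM + 1) and log2(TPM + 0.1) over genes with a TPM of at least 1, counts scaled from TPM and gene length, and transcripts in place of genes. The limma package is the one the paper names, and edgeR was used as the main test because the values are estimated counts. All libraries were counted. Replicate pairs of a group differed by more than the sampling noise, but technical spread could also give this, so it does not show separate cultures. Exposure settings for which the paper reports no RNA-seq were not analysed here.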

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

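The tests of depth for I0-E0 replicate 3, the tests of depth and of a shared level for the ribosomal protein genes and a check of haemoglobin reads were chosen only after the result was seen.

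I0-E0 replicate 3 held at least 1 read of 20042 genes, where the other 14 libraries of its batch held 16040 to 17226, and of 696 olfactory receptor genes, where the others held 396 to 496. It also held 13754 reads of Gm10800, on chromosome 2 of GRCm38 from 98666547 to 98667301, where the others held 149 to 2436. These signals lie in genes that the paper does not discuss and above the level of the NC libraries. Depth is argued against, since after thinning to the smallest total of the batch this library still had 18948 genes against 15749 to 16580 in the others, and so is RNA of other cells, since no list of cell type markers exceeded 1.08 times the highest of the other libraries. Genomic DNA may add reads to genes that are silent in these cells, and in all 5 silent families tested, which were Olfr, Vmn1r, Vmn2r, Defb and Krtap, more genes were seen than in any other library of the batch. Even coverage of the families, within 3 times of each other, was not seen: the excess of reads per kb was 11.5 times higher for Olfr than for Vmn2r (9.52 to 13.8 over the spread of the other libraries), and -0.354 for Defb, where the SD of the other libraries was 2.04. The bound set earlier against genomic DNA, over 10 times or a family with no excess, was thus met only within that spread, and since the spread was taken into account after the values were seen, genomic DNA stays open. No biological explanation was tested, and without this library edgeR called 0 genes in I0-E0, as with it.

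In batch 2, NC replicate 1 correlated with the other 4 libraries at 0.935 to 0.940 over 11196 genes with a mean of at least 20 reads, where the others reached at least 0.992 among themselves. A candidate explanation is that reads of near-identical genes were shared out differently in this library: over 735 genes with under 50% unique 31-base words its correlations were 0.621 to 0.646, where the other pairs had 0.974 to 0.979, and over 7956 genes with at least 95% they were 0.991 to 0.992, still the lowest beside 0.994 to 0.995 for the other pairs. Of the former genes 35.5% lay over 1 log2 unit from the other libraries and of the latter 0.226%, a ratio of 157. The ratio was 152 to 357 in the other 4 libraries, so the ratio does not set this library apart. In those 4 it rests on only 1 to 3 of the latter genes (0.0126% to 0.0377%). The share of the former genes does set it apart, since it was 2.99% to 5.71% in the other 4. Lower depth is argued against, since the other libraries thinned to 5432473 counts still correlated with each other at 0.990 or higher after rounding. RNA of other cells met the bound set earlier, with an erythroid marker sum 2.42 times the highest of the other libraries, but that sum was 1.66 against 0.684 CPM, with 7 reads of Alas2, and 4 haemoglobin genes had 0 reads, which blood cells would not give, so that bound was too low for a sum of so few reads. No biological explanation was tested.

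Cytosolic ribosomal protein genes were higher in I0-E4 as a group (median log2 fold change 0.14) by camera at its preset correlation. A trend with gene length that differs between libraries is a candidate explanation: with it removed, the median in limma-trend went from 0.14 to 0.03, which keeps 24.8% of it, and the adjusted p of camera from 4.56e-09 to 0.128, so the call ended because the fold was smaller. A level shared by these genes that varies between libraries of one group is consistent with the adjusted p = 0.593 with an estimated correlation. Library depth stays open: over the 15 libraries of batch 1 the list's level correlated with the total count at r = -0.686 (permutation p = 0.00938, adjusted p = 0.00938 over 3 lists) and rho = -0.496 (permutation p = 0.0629), but without the 2 libraries farthest from the median total, I2-E2 replicate 2 and I0-E4 replicate 2, r was -0.238 (permutation p = 0.434), so the relation rests on them, and for deviations from group means r was -0.689 (permutation p = 0.0591). An effect of the fluency stays among the open explanations and cannot be told apart from depth here. The difference between length and effective length of a transcript also varied between libraries. It was 195.58, 203.04 and 216.47 bases in I0-E4 replicates 1 to 3, where ribosomal protein genes held 5.87%, 6.09% and 5.09% of counts. NC had 204.55 to 211.6 bases and 5.07% to 5.27%. I0-E0 replicate 3 had the lowest difference of batch 1, 192.24, with 5.25%. The relation of this difference to the list's level was not tested.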

How the results depend on the processing

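The alternatives with only genes of at least 95% unique 31-base words and with the gene length trend removed were chosen after seeing the data.

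edgeR with RLE size factors, library totals, a filter of at least 1 CPM or counts scaled from TPM and gene length, limma-voom with and without weights, limma-trend and the Bonferroni correction called 0 genes in all 8 comparisons. Without a filter on low counts edgeR called 110 genes in I0-E0, 160 in I2-E2, 46 in I0-E2, 172 in I0-E4, 194 in I3-E3-SRS, 108 for any exposure of batch 1, 125 for I2-E2 against I0-E2 and 134 for the fluency trend, and 2 lists in I0-E0; Egr1 then passed in I2-E2 (-0.54, adjusted p = 0.0451) and I0-E4 (-0.61, adjusted p = 0.0149). In that fit the prior degrees of freedom of edgeR went from 7.02 to infinite in batch 1 (25283 genes) and from 4.30 to 14.1 in batch 2 (20213 genes). Genes that the filter had removed made only 7, 12, 4 and 13 of the calls in I0-E0, I2-E2, I0-E2 and I0-E4. In I3-E3-SRS they made 125 of the 194. Most calls in those batch 1 settings thus came with the change of the fit and not from newly tested genes. DESeq2 called 1 gene in I0-E0, 1 in I0-E4, 15 in I3-E3-SRS and 4 for I2-E2 against I0-E2. On log2(TPM + 1), limma called 2, 1, 2, 1 and 1 genes in I0-E0, I2-E2, I0-E2, I0-E4 and I3-E3-SRS, 1 for any exposure, 2 for I2-E2 against I0-E2 and 1 for the trend, and on log2(TPM + 0.1) it called 3, 2, 2, 1 and 24 genes, then 2, 1 and 1. Among these calls was Gm43124 in I0-E0, I2-E2, I0-E2 and I0-E4 on both scales, with 1 read in each NC library and 0 in the exposed libraries. On log2(TPM + 0.1), 22 of the 24 genes called in I3-E3-SRS had 0 rounded reads in a group, and 18 were not in the main test. Of transcripts, 1 passed in I0-E0, 1 in I2-E2 and 1 for any exposure. The fit of all 20 libraries called 19 genes and 6 lists in I3-E3-SRS. The fit of 2 groups only called 2 genes for I2-E2 against I0-E2 and 2 lists in I0-E0, library totals 1 list in I0-E0, and limma-voom 1 list in I0-E0 and 6 in I3-E3-SRS. With an estimated correlation 0 lists were called in I2-E2, I0-E2, I0-E4, I3-E3-SRS and for any exposure. Over genes with at least 95% unique 31-base words edgeR called 4 genes in I3-E3-SRS, which were Trappc8, Pi4ka, Olfr729 and Gm20594, and camera called 3, 4 and 3 lists in I2-E2, I0-E2 and I0-E4. With the gene length trend removed from limma-trend values it called 1, 3 and 3 lists there and 3 for any exposure, against 4, 8, 6 and 5 on limma-trend values as they were. In I3-E3-SRS it called 4 lists with and without that step, which there moved the median of ribosomal protein genes from 0.13 to 0.25 and that of nuclear oxidative phosphorylation genes from 0.05 to 0.08, away from 0, where in I0-E4 these fell to 24.8% and 54.2% of their size.

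The replicate numbers are shared by the groups. In batch 1 they do not pair the libraries: the deviations of same-numbered libraries correlated at a median of -0.00884 over 30 pairs (-0.211 to 0.185), 3 of 30 were over 0.1, and 6 of 15 libraries correlated best with their own number. In batch 2 NC and I3-E3-SRS share only 2 numbers, and no correlation was computed. With the replicate number as a block edgeR called 25 genes and 5 lists in I3-E3-SRS and 1 list in I0-E0, and it changed no other count of calls by over 1.5 times.

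Leaving out each library in turn gave 0 to 1 genes in I0-E0, 0 to 2 in I2-E2, 0 to 1 in I0-E2, 0 to 1 in I0-E4, 0 to 671 in I3-E3-SRS, 0 to 2 for any exposure, 0 to 2 for I2-E2 against I0-E2 and 0 to 0 for the trend, and 0 to 4, 1 to 5, 3 to 8, 4 to 6, 1 to 6 and 4 to 6 lists in I0-E0, I2-E2, I0-E2, I0-E4, I3-E3-SRS and for any exposure. NC replicate 1 of batch 1 decided 1 gene in I0-E0, 2 in I2-E2, 1 in I0-E2 and 2 for any exposure, NC replicate 2 decided 1 in I0-E0, 1 in I0-E2, 1 in I0-E4, 1 for any exposure and 2 for I2-E2 against I0-E2, NC replicate 3 decided 1 for the last, and NC replicate 2 of batch 2 the 671, where NC was 1 library, assumed to vary like those of I3-E3-SRS. Of lists, I0-E0 had 4 without its replicate 2, I2-E2 had 1 without its replicate 2, I0-E2 had 3 without its replicate 3, and I3-E3-SRS had 1 without NC replicate 2 and 6 without NC replicate 1 or its own replicate 3. Of all counts of genes under an alternative, 198 equalled the reported 0 and 46 did not. Of counts of lists, 119 lay within 1.5 times of the value reported and 32 did not. The cause of these differences was not tested. At these depths, with 200 genes changed at once, 61.6% to 63.6% of simulated genes changed by 1.5-fold were called in the comparisons of the batch 1 settings with NC. In I3-E3-SRS 41.2% were called, and smaller changes were called less often. These rates were not measured for data with few changed genes.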

Differences from the paper's values

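In the volcano plot of I0-E4 against NC, the paper's smallest p-value lies at a -log10 of about 2.7 in Fig. 2d, read by eye, and edgeR gave 4.05 here. Both lie below the line of the Bonferroni correction, which is at 5.39 for the genes tested here. Of the 15 alternatives set before the data were examined, 3 gave a value within 1.5 times of the paper's, which were the fit of the 2 groups only, the replicate block and limma-voom, the last being a test of the package that the paper names. The other 12 did not: RLE size factors, library totals, no filter, at least 1 CPM, all 20 libraries, limma-trend, DESeq2, log2(TPM + 1), log2(TPM + 0.1), counts scaled from TPM and length, transcripts and voom with sample weights. Of these, limma-trend, log2(TPM + 1), log2(TPM + 0.1) and voom with sample weights are also limma tests. The values of the 15 ranged from 3.72 to 27.9. Leaving out 1 library at a time gave 3.81 to 7.11, within 1.5 times of the paper's value for 8 of 15 libraries (I0-E0 replicate 3, all of I0-E2, I0-E4 replicates 1 and 2 and I2-E2 replicates 1 and 2) and not for the other 7. The bound of 1.5 times lies about where edgeR's own value of 4.05 does. A small error in the reading by eye would therefore move alternatives and libraries across it. The split thus does not show which processing the paper used. The paper's count of differentially expressed genes, 0 in each of the 5 exposure settings, matches the count from edgeR.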

Other observations

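The transcript of Map7d2, the reads of Trappc8 over both batches and Csf1r were picked out only after their values were seen.

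Several other gene groups did not pass camera on the edgeR values of the groups named here. Apoptosis genes lay above NC in 17 of 23 cases in I3-E3-SRS (median log2 fold change 0.09, adjusted p = 0.0750 from camera) and in 15 of 23 in I0-E0 (adjusted p = 0.977 from camera). In I3-E3-SRS the apoptosis list passed camera on limma-voom values (adjusted p = 0.0239) and limma-trend values (adjusted p = 0.0356, and adjusted p = 0.0440 with the gene length trend removed), among others, and over all alternatives it ranged up to an adjusted p = 0.748 with an estimated correlation. DNA repair genes were split, with 14 of 28 above NC in I2-E2 (adjusted p = 0.988 from camera) and 17 of 28 in I3-E3-SRS (adjusted p = 0.833 from camera). G2 and mitosis genes lay below NC in 20 of 25 cases in I0-E0, I2-E2 and I3-E3-SRS (medians -0.03, -0.02 and -0.05), in 15 of 25 in I0-E2 and in 13 of 25 in I0-E4 (adjusted p = 0.158 and adjusted p = 0.942 from camera), in the first 3 settings without passing camera (adjusted p = 0.113, adjusted p = 0.250 and adjusted p = 0.0976) on these values; in I3-E3-SRS the list of G2 and mitosis genes passed on limma-voom values (adjusted p = 0.0300) and with the replicate block (adjusted p = 0.00133), but not with an estimated correlation (adjusted p = 0.903), and it lay above NC without NC replicate 2 (adjusted p = 0.850). In I3-E3-SRS, 5 of 8 NF-kB targets, 5 of 9 interferon-stimulated genes and 4 of 6 MondoA targets lay above NC, at camera adjusted p = 0.463, adjusted p = 0.798 and adjusted p = 0.833. Genes of N2A identity, such as Prph and Tubb3, summed to 6234 ± 92.7 CPM (SD, n = 3) in NC of batch 1 and to 6319 to 6530 CPM in its exposed groups. Of 5 metallothionein-related genes, carried by the zinc transporter Slc30a1, the sum was 53.3 ± 2.36 CPM (SD, n = 3) in NC and 53.3 to 56.3 CPM in the exposed groups of batch 1. Of the nuclear-retained RNAs only Snhg11 was in the files, so that list was not used.

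Marker lists of other cell types were low or carried by 1 gene that N2A cells express. Fibroblast markers summed to 344 to 370 CPM per group, of which Fbln1 made 341 to 365 CPM, and endothelial markers to 51.1 to 67.5 CPM, led by Egfl7. Macrophage markers summed to 8.64 to 13.3 CPM, led by Cd74, glial markers to 6.35 to 11.6 CPM, led by Mbp, epithelial markers to 0.675 to 1.28 CPM and erythroid markers to 0.261 to 1.24 CPM. Adjusted over the list alone, Csf1r was lower in I3-E3-SRS by -1.10 (adjusted p = 0.0459 from edgeR over 2 tested macrophage markers).

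I2-E2 and I0-E2 have the same fluency and differ in intensity and also in dwelling time (2 and 10 µs per pixel), so a difference between them cannot be put down to the intensity alone; the paper does not report this comparison. By edgeR 0 genes passed the FDR, with 645 at an unadjusted p under 0.05; limma-voom and limma-trend called 0 and DESeq2 4, all of which share reads, Safb2 among them (adjusted p = 0.00627 from DESeq2, 92.1% unique 31-base words). Safb2, an RNA-binding nuclear matrix protein gene on chromosome 17 of GRCm38 from 56560965 to 56584585, measured 68.0 ± 5.16 CPM (SD, n = 3) in I2-E2 and 46.6 ± 1.51 CPM (SD, n = 3) in I0-E2 (log2 fold change 0.54, standard error 0.10, adjusted p = 0.309 from edgeR, and adjusted p = 0.0440 without NC replicate 3). Col7a1, a collagen gene on chromosome 9 from 108953586 to 108984875, measured 9.96 ± 1.30 CPM (SD, n = 3) and 5.36 ± 0.884 CPM (SD, n = 3; log2 fold change 0.88, standard error 0.17, adjusted p = 0.309 from edgeR). With all 12 exposed libraries of batch 1 against NC, edgeR called 0 genes, with 724 at an unadjusted p under 0.05, as did limma-voom, limma-trend and DESeq2. Lrrn3 had the smallest p-value there, at 64.1 ± 4.75 CPM (SD, n = 12) in exposed cells, below all 3 NC libraries in 12 of 12 (log2 fold change -0.26, standard error 0.05, adjusted p = 0.808 from edgeR). Avpi1, a gene induced by vasopressin, was at 0.71 (standard error 0.18). The 21 stress and cell cycle marker genes lay between -0.31 for Egr1 and 0.26 for Gadd45a in I2-E2 against I0-E2 and between -0.42 for Egr1 and 0.20 for Gadd45a for any exposure, and none passed. The linear trend on fluency called 0 genes by edgeR, limma-voom, limma-trend and DESeq2, with 894 by edgeR at an unadjusted p under 0.05. With no changed gene, 614.8 would be expected by chance in each of these comparisons.

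Among transcripts, ENSMUST00000043151.11 of Map7d2, a microtubule-associated protein gene, held 297 to 354 reads in the 3 NC libraries of batch 1 and 44.8 to 221 in the 12 exposed libraries (adjusted p = 0.0217 in I2-E2 and adjusted p = 0.0417 for any exposure, from edgeR on transcripts). Summed over its transcripts, Map7d2 held 1130 to 1335 reads in NC and 989 to 1408 in the exposed libraries. In batch 2 the transcript held 0.0904 and 132 reads in the 2 NC libraries and 14.4 to 270 in I3-E3-SRS. Trappc8 held 0 reads in both NC libraries of batch 2 and 37 to 52 in I3-E3-SRS, and 9 to 48 in NC and 4 to 28 in the exposed libraries of batch 1.

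Other splits of the same libraries were fitted for each comparison of batch 1. With 3 libraries against 3 there are 10 splits, too few for a share under 0.05. The count of genes was 0 for the real split and at most 0 for the other splits in I0-E0, I2-E2, I0-E2 and I0-E4, and 0 and at most 1 for I2-E2 against I0-E2. At an unadjusted p under 0.05 the real split gave 413, 884, 413 and 973 genes in I0-E0, I2-E2, I0-E2 and I0-E4 and 645 for I2-E2 against I0-E2, and the highest of the other splits 826, 1540, 675, 1519 and 1352. The count of lists was 0 for the real split and at most 4 for the others in I0-E0, 5 and 4 in I2-E2, 8 and 6 in I0-E2, and 6 and 5 in I0-E4. For any exposure, 15 of 100 splits drawn gave as many lists as the 6 of the real split (highest other 9), so chance cannot be excluded for that count of lists. For genes the real split had 0 there and for the fluency trend, a count that every split reaches by construction, so these splits decide nothing about chance; at an unadjusted p under 0.05, 29 of 100 splits reached the 724 genes of any exposure (highest other 2664) and 15 of 100 the 894 of the trend (highest other 3124). Of the 100 splits, 6 called at least 1 gene for any exposure (at most 525) and 3 for the trend (at most 1152). Splits that called genes were few, and whether they reflect a structure of the samples other than the groups was not tested.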
